# Tangeretin alleviates sepsis-induced acute lung injury by inhibiting ferroptosis of macrophage via Nrf2 signaling pathway

**DOI:** 10.1186/s13020-025-01063-8

**Published:** 2025-01-15

**Authors:** Hui Zhang, Yan Wang, Shenghua Wang, Xiaomei Xue, Kai Huang, Dunfeng Xu, Lai Jiang, Siyuan Li, Yunqian Zhang

**Keywords:** Tangeretin, Sepsis, Acute lung injury, Ferroptosis, Nrf2

## Abstract

**Background:**

Sepsis-induced acute lung injury (ALI) is a severe clinical condition accompanied with high mortality. Tangeretin, which is widely found in citrus fruits, has been reported to exert antioxidant and anti-inflammatory properties. However, whether tangeretin protects against sepsis-induced ALI and the potential mechanisms remain unclear.

**Methods:**

We established an ALI model via intraperitoneally injected with 5 mg/kg lipopolysaccharides (LPS) for 12 h. Tangeretin was applied intraperitoneally 30 min before LPS treatment. Dexamethasone (Dex) was used as a positive control. Hematoxylin and eosin (HE) staining and protein content in bronchoalveolar lavage fluid (BALF) were determined to detect the degree of lung injury. RNA-seq was also applied to explore the effect of tangeretin on ALI. In vitro, RAW264.7 were treated with Nrf2 siRNA, the expression of ferroptosis-associated biomarkers, including glutathione peroxidase 4 (GPX4) and prostaglandin-endoperoxide synthase 2 (PTGS2) were assessed. Glutathione (GSH), malondialdehyde (MDA) levels, reactive oxygen species (ROS) and inflammatory factors were also determined both in vivo and in vitro. Furthermore, mice were treated with an Nrf2 inhibitor (ML385) to verify the mechanism of tangeretin in inhibiting sepsis-induced lung injury and ferroptosis. Data were analyzed using one way analysis of variance or two-tailed unpaired t tests.

**Results:**

Our study demonstrated that tangeretin significantly alleviated lung injury, reversed the LPS-induced reduction in GPX4 and GSH, and mitigates the elevation of PTGS2 and MDA levels. Tangeretin also reduced 4-HNE and iron levels. Besides, the levels of LPS-stimulated inflammatory factors IL-6, IL-1β and TNF-α were also decreased by tangeretin. RNA-seq and bioinformatics analysis demonstrated that tangeretin inhibited inflammatory response. Mechanistically, we identified that tangeretin inhibited the GPX4-dependent lipid peroxidation through activation of Nrf2. The silence of Nrf2 abolished the inhibitory effect of tangeretin on oxidative stress, inflammatory response and ferroptosis in RAW264.7 cells. Additionally, all the protective effects of tangeretin on ALI were abolished in Nrf2 inhibitor-treated mice.

**Conclusion:**

We identified that ferroptosis as a critical mechanism contributing to sepsis-induced ALI. Tangeretin, a promising therapeutic candidate, effectively mitigates ALI through inhibiting ferroptosis via upregulating Nrf2 signaling pathway.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13020-025-01063-8.

## Introduction

Sepsis is often accompanied with multiple organ dysfunction due to uncontrolled host response to infection [1]. The lung is the most vulnerable organ of multiple organ dysfunction syndrome (MODS) [2]. Despite efforts have been made to improve the prognosis of patients with sepsis-induced acute respiratory distress syndrome (ARDS), it remains a critical clinical syndrome with a high mortality rate surpassing 40% [3]. Current advances in the treatment of sepsis-induced ARDS are primarily limited to lung-protective mechanical ventilation strategies and fluid resuscitation [4]. However, effective pharmacological therapies specifically targeting ARDS are yet to be identified [5]. Consequently, it is urgent to delve into the specific mechanisms of ARDS and formulate efficient treatment approaches.

Ferroptosis is defined by its reliance on iron for lipid peroxidation [6]. Distinct from apoptosis and necrosis, ferroptosis involves the build-up of lipid reactive oxygen species (ROS), an excess of intracellular iron, a reduction in glutathione (GSH) levels, the deactivation of glutathione peroxidase 4 (GPX4), and disturbances in the redox system, leading to the disintegration of the membrane and the eventual release of cell components [7, 8]. The significance of ferroptosis in sepsis-induced acute lung injury (ALI) has been highlighted in recent years [9–11]. The effectiveness of ferroptosis inhibitors, such as ferrostatin-1, has been reported to rescue lung histological changes and provide therapeutic benefits in lipopolysaccharides (LPS)-induced ALI [12]. Moreover, macrophages, which are integral to the innate immune system, play a vital role in initiating and resolving inflammatory responses, and inhibiting macrophage ferroptosis significantly alleviate sepsis-induced ALI [13, 14]. Consequently, targeting macrophage ferroptosis is a promising strategy for treating ALI.

Tangeretin, a polymethoxylated flavonoid abundant in tangerine and citrus fruits, is known for its diverse pharmacological properties and multifaceted biological effects. Recent studies have highlighted the antioxidant, neuroprotective, anti-apoptotic, and anti-inflammatory activities of tangeretin [15–18]. Specifically, tangeretin mitigated sepsis-induced myocardial dysfunction by inhibiting myocardial autophagy via the PTEN/AKT/mTOR axis [19]. While, it has been reported that tangeretin attenuated LPS-induced ALI by suppressing Th17 cell responses [20] and inhibiting ROS-dependent NLRP3 inflammasome activation [21]. Its specific regulatory effects on macrophage ferroptosis in the context of sepsis-induced ALI and the underlying mechanisms have not yet been fully elucidated.

Nuclear factor erythroid 2-related factor 2 (Nrf2) serves as a pivotal transcription factor that modulates cellular antioxidant response, has been reported to protect against various oxidative stress-related cell death including ferroptosis [22]. Nrf2 has been reported to reduce levels of ROS, therefore hindering ferroptosis and mitigating ALI caused by different etiologies [23–25]. These finding suggest that Nrf2 activation may provide a new therapeutic strategy for ALI. Furthermore, tangeretin is capable of moving Nrf2 from the cytoplasm to the nucleus in HEK293T cells [26], it also inhibits fungal ferroptosis to suppress rice blast [27]. Therefore, we hypothesize that tangeretin exerts pulmonary protection by elevating Nrf2 expression, consequently upregulating GPX4 and diminishing ferroptosis. The aim of this research is to elucidate tangeretin's efficacy as a potential novel therapeutic agent in sepsis-induced ARDS, thus providing a comprehensive understanding of its underlying mechanisms.

## Materials and methods

### Animals and experimental design

Male Institute of Cancer Research (ICR) mice (6–8 weeks) were provided by Shanghai SLAC Laboratory Animal Co., Ltd. (Shanghai, China). These mice were raised in specific pathogen-free (SPF) conditions, with environmental control set to a temperature of 22 ± 2 ℃ alongside a 12-h light/dark cycle, and were given unrestricted access to food and water. Every protocol involving animals was meticulously conducted strictly following the guidelines set by the Ethical Committee of Xinhua Hospital, affiliated to Shanghai Jiaotong University School of Medicine (approval no. XHEC-NSFC-2023-076). To induce a septic lung injury model, an intraperitoneal injection of LPS extracted from Escherichia coli O111:B4 (cat.no. L2630, Sigma-Aldrich, USA) was given at a dosage of 5 mg/kg. Tangeretin was injected intraperitoneally at 50 mg/kg, 30 min before the LPS injection. The dosages were selected in accordance with previous studies [20, 28]. Dexamethasone (Dex) (5 mg/kg, Cisen Pharmaceutical Co., Ltd. Jining, China) was used as a positive control. Furthermore, the Nrf2 inhibitor ML385 (30 mg/kg, cat.no. HY-100523, MCE Corporation, USA) was administered intraperitoneally 2 h before LPS treatment [29]. All animals were euthanized after 12 h post-LPS administration, lung tissues and bronchoalveolar lavage fluid (BALF) were harvested. For histological assessments, the left lobes of lungs were immersed in 4% paraformaldehyde, while the remaining lobes were preserved at − 80 °C for further analyses. Mice were randomly divided into groups according to the experimental requirements (n = 6 for each group).

### Structure and sources of tangeretin

Tangeretin (cat.no. HY-N0133, MCE Corporation, USA) has a molecular weight of 372.37 and a molecular formula of C_20_H_20_O_7_, with a purity of 99.27%. The chemical structure is illustrated below.
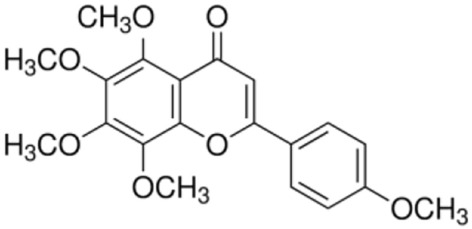

### BALF collection

BALF was collected through a tracheal catheter, employing 1 mL PBS for three successive washes. The samples were then centrifuged (4 °C, 1500 rpm, 10 min). The total protein concentration in the supernatant was subsequently measured using a BCA protein assay kit (Beyotime, Nangjing, China).

### Histopathological analysis

The left lower lobes of the lung were preserved in 4% paraformaldehyde before embedding in paraffin. Subsequently, sections of 4 μm thickness were prepared and underwent staining with hematoxylin and eosin (H&E). Two independent pathologists, specializing in lung pathology and working under blinded conditions, assessed the total surface area of each slide. The evaluation of lung inflammation was conducted according to specified criteria [30] as previously described.

### Lung wet/dry (W/D) ratio measurement

Lung samples were collected after 12 h post-LPS administration, the right upper lungs of the mice were weighed after removal, and then dried in an oven at 60 °C for 48 h for dry weight measurement. Tissue edema was calculated by measuring the W/D ratio.

### Cell culture and treatment

Murine macrophage RAW264.7 cells, purchased from Procell Life Science & Technology Co., Ltd. (Wuhan, China), were maintained in compliance with the guidelines provided by the manufacturer. The cells were pretreatment with or without tangeretin (25 μM) [20, 31] for 30 min and subjected to LPS (1 μg/mL) for 12 h. Subsequently, RAW264.7 cells and their supernatants were collected for the next experiment.

### siRNA transfection

To inhibit the gene expression, Nrf2 siRNA (cat.no. sc-37049, Santa Cruz, USA) was transfected into RAW264.7 cells using Xfect siRNA transfection reagent (Takara Bio, USA), in compliance with the manufacturer’s protocols [32]. The control siRNA consisted of a non-targeting scrambled sequence. 48 h post-transfection, Nrf2 protein expression level was analyzed, and the efficiency of transfection was assessed via western blot analysis. Cells exhibiting successful transfection were then subjected to experimental treatments as required.

### Nuclear and cytoplasmic protein extraction

The nuclear and cytoplasmic protein extraction were conducted by following the manufacturer’s instructions of the commercial kit (cat.no. P0028, Beyotime).

### Western blot analysis

Mice lung tissue and cell lysates were prepared using cold RIPA buffer (Beyotime) enriched with protease and phosphatase inhibitors. The protein levels were quantified using the BCA protein assay technique. Following, proteins (30 μg per sample) was subjected to separation by SDS-PAGE and transferred onto PVDF membranes sourced from Millipore Corp, USA. Subsequently, these membranes were treated with 5% skim milk as a blocking agent for 2 h at ambient temperature, and then they were exposed to primary antibodies targeting GPX4 (cat.no. ab125066, Abcam), prostaglandin-endoperoxide synthase 2 (PTGS2, cat.no. 12282s, Cell Signaling Technology, CST), Nrf2 (cat.no. GB113808, Servicebio Technology), heme oxygenase-1 (HO-1, cat.no. GB12104, Servicebio Technology), Kelch-like ECH-associated protein 1 (Keap 1, cat.no. GB113747, Servicebio Technology), NLRP3 (cat.no. 15101S, CST), Caspase-1 (cat.no. A0964, ABclonal), GSDMD (cat.no. ab209845, Abcam), p-MLKL (cat.no. 37333, CST), RIP1 (cat.no. ab300617, Abcam), RIP3 (cat.no. 95702, CST), Bcl-2 (cat.no. ab182858, Abcam), Bax (cat.no. ab53154, Abcam), PCNA (cat.no.13110T, CST) and β-actin (cat.no. A1978, Sigma-Aldrich) overnight at 4 °C. Following three washes with TBST, the membranes underwent incubation with horseradish peroxidase (HRP)-linked secondary antibody (Proteintech, USA) for 1 h at room temperature (RT). The detection of immunoreactive bands was carried out using an enhanced chemiluminescence (ECL) kit provided by Thermo Fisher Scientific, USA, followed by quantitative analysis with ImageJ Software version 1.8.0.

### Immunohistochemistry and immunofluorescence analysis of lung samples

Lung tissue slices (4 µm) were rehydrated and underwent antigen retrieval via heating in citrate buffer (pH 6.0). Post-retrieval, these sections were incubated with 10% bovine serum albumin (BSA) for 1 h at room temperature to block non-specific binding. After this incubation, the lung sections were incubated with primary antibodies specific for 4-HNE (cat.no. bs-6313R, Bioss Antibodies, Beijing, China). Macrophage activation was detected by immunofluorescence through primary antibodies against F4/80 (cat.no. GB11027, Servicebio Technology) throughout the night at 4 °C. This was succeeded by a 1 h incubation at 37 °C with a cyanine 3 (CY3)-conjugated goat anti-rabbit secondary antibody (cat.no. GB21303, Servicebio Technology) conducted in darkness. The nuclei were then counterstained using DAPI (cat.no. C1005, Beyotime). Images were captured using an Olympus fluorescence microscope.

RAW264.7 macrophage cells from each experimental group were stabilized using 4% paraformaldehyde for a duration of 15 min, made permeable with 0.3% Triton X-100, and then blocked using 5% BSA for half an hour. After blocking, the cells underwent incubation overnight at 4 °C with an Nrf2 antibody (cat.no. GB113808, Servicebio Technology), followed by incubated with CY3-labeled goat anti-rabbit secondary antibody at RT. Then nuclei were stained with DAPI, and the fluorescent images were obtained using an Olympus fluorescence microscope.

### Quantification of cytokines and detection of tissue iron

The concentrations of cytokines IL-6, IL-1β, and TNF-α in lung tissues and cell supernatants were accurately quantified utilizing specific ELISA kits (cat.no. E-EL-M0044, E-EL-M0037, E-EL-M3063, respectively; Elabscience, China), adhering closely to the protocols outlined by the manufacturer. The tissue iron concentrations were also determined as instructed (cat.no. A039-2-1, Nanjing Jiancheng Bioengineering Institute, Nanjing, China).

### Measurement of myeloperoxidase (MPO) activity, malondialdehyde (MDA) and reduced GSH content

Neutrophil infiltration was quantitatively evaluated through the measurement of MPO activity in lung tissues using a designated assay kit (cat.no. A044-1-1, Nanjing Jiancheng Bioengineering Institute), in strict compliance with the manufacturer's guidelines. Additionally, the biomarkers of membrane lipid peroxidation and non-enzymatic antioxidant capacity, MDA and reduced GSH, were quantified in both lung tissues and cell supernatants using relevant colorimetric assay kits (cat.no. E-BC-K025-M, E-BC-K030-M, Elabscience, China), as previously described [33].

### Detection of intracellular ROS production

To monitor intracellular ROS accumulation, fluorescence probe dihydroethidium (DHE) was employed. Following the treatment, RAW264.7 cells were incubated for 30 min at 37 °C in a light-deprived environment with DHE (10 µM, cat.no. S0063, Beyotime) following the manufacturer's protocol. The cells were then rinsed twice with PBS before images were acquired utilizing an Olympus fluorescence microscope.

### RNA-sequencing (RNA-seq) analysis

Lung tissue specimens from the groups treated with LPS alone and LPS combined with tangeretin (Tan) were analyzed using RNA sequencing by OE Biotech Co., Ltd. in Shanghai, China. The procedure began with the extraction of total RNA using TRIzol reagent (Invitrogen, USA), followed by assessment of RNA purity and concentration. RNA integrity was assessed with the Agilent 2100 Bioanalyzer (Agilent Technologies, USA). Subsequently, cDNA libraries were constructed utilizing the VAHTS Universal V6 RNA-seq Library Prep Kit, followed by sequencing performed on an Illumina Novaseq 6000 platform. Each sample yielded around 50 million clean reads. Differentially expressed genes (DEGs) were determined based on a *p*-value < 0.05 and |Log_2_FC|> 1. Functional annotation and pathway analyses were performed using gene set enrichment analysis (GSEA) through the GSEA software. The sequence data obtained have been submitted to the NCBI Gene Expression Omnibus (GEO) database and are available under the accession number GSE252755.

### Statistical analysis

The Data are presented as means ± standard error of the means (SEM). For the comparison of two distinct groups, a two-tailed unpaired Student's t-test was applied. In the case of multiple group comparisons, analysis of variance (ANOVA) was utilized, followed by a Student–Newman–Keuls post-hoc analysis, utilizing SPSS Statistics 26.0 software. Statistical significance was established at a *p*-value of less than 0.05.

## Results

### Tangeretin mitigates sepsis-induced ALI and inflammatory infiltration in lung

To address the impact of tangeretin on sepsis-induced ALI, LPS and tangeretin were injected intraperitoneally. Dex was used as a positive control. Not surprisingly, tangeretin and Dex significantly suppressed LPS-induced pathological changes including decreased interstitial edema and inflammatory cell infiltration (Fig. 1A, B). Tangeretin and Dex-treated mice had a lower protein content in the BALF than mice challenged with LPS without tangeretin (Fig. 1C). Meanwhile, LPS-induced a higher W/D weight ratio compared with control group, which was markedly improved in tangeretin and Dex-treated mice (Fig. 1D). Subsequently, we measured the activity of MPO, an indicator of neutrophil presence, and noted a markedly rise in MPO levels in the group exposed to LPS compared to the untreated control group. Whereas, the administration of tangeretin and Dex mitigated the elevation in MPO levels induced by LPS treatment (Fig. 1E). In addition, F4/80, a biomarker for macrophage infiltration, was used to explore the role of tangeretin in ALI. In the lung tissues of the control group, there were very few F4/80-positive cells. However, mice subjected to LPS developed severe infiltration of F4/80^+^ macrophage and this was alleviated by treatment with tangeretin and Dex (Fig. 1F, G). To investigate whether tangeretin influences macrophage polarization, we conducted dual fluorescence staining to identify M1 macrophages (F4/80⁺iNOS⁺) and M2 macrophages (F4/80⁺CD206⁺). In addition, we assessed the mRNA expression levels of pro-inflammatory markers (TNF-α, IL-1β, and IL-6) and anti-inflammatory markers (Arg1, IL-10, and CD206) in lung tissue. Results showed that tangeretin appears to favor the polarization of macrophages toward the M2 phenotype, characterized by increased proportion of F4/80⁺CD206⁺ cells (Fig. S1A) and elevated expression of anti-inflammatory markers (Arg1, IL-10, and CD206) (Fig. S1B&D). Conversely, we observed a decreased proportion of F4/80⁺iNOS⁺ cells (Fig. S2A) and reduced levels of pro-inflammatory markers (iNOS, TNF-α, and IL-6) in lung tissue (Fig. S2B&D). Collectively, the findings indicate that tangeretin substantially mitigates the severity of sepsis-induced ALI and reduces inflammation infiltration in mice.

**Fig. 1:**
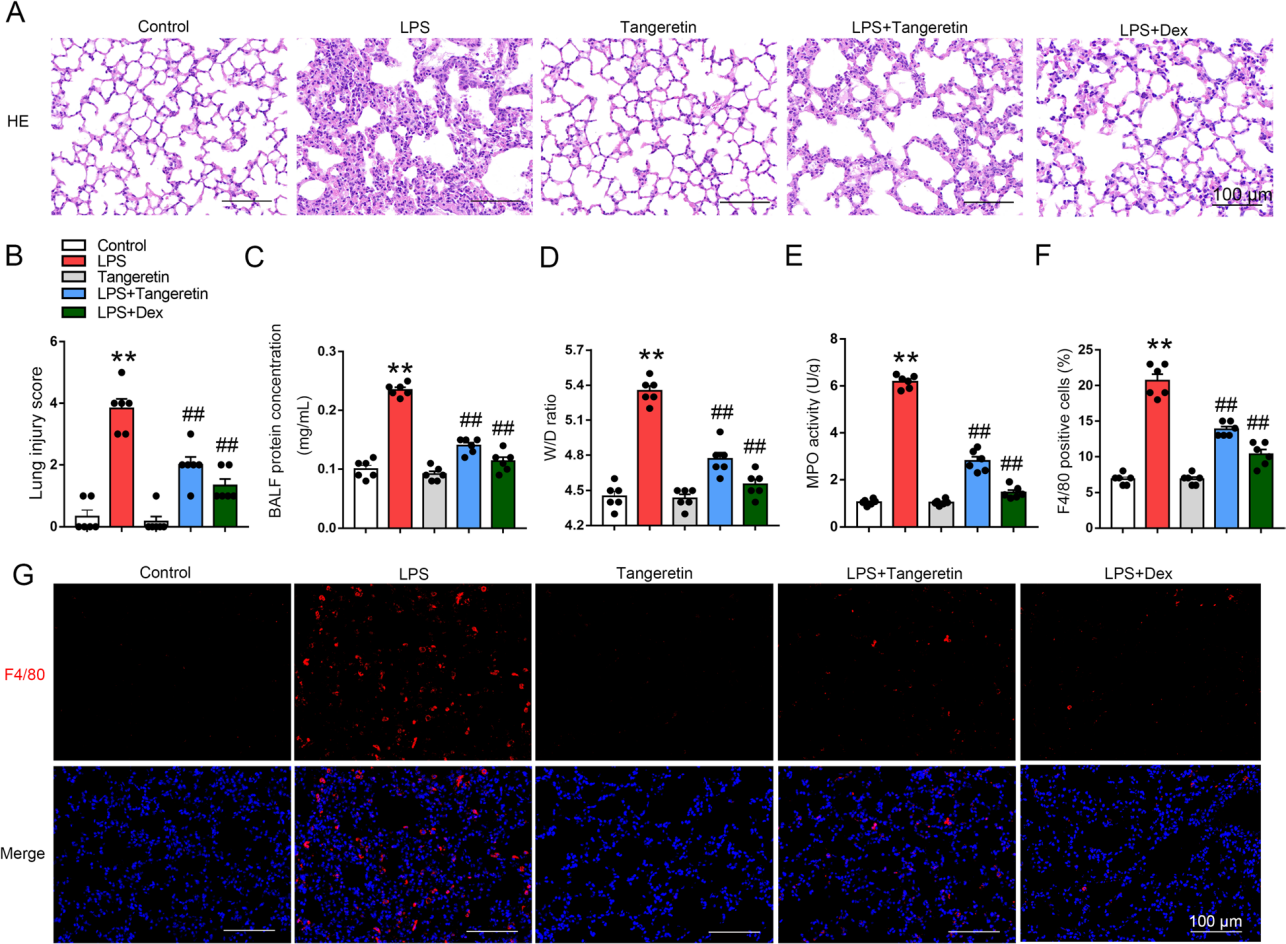
Tangeretin alleviates sepsis-induced ALI and inflammatory infiltration in lung. Mice were administered with tangeretin and subsequent exposed to LPS challenge for 12 h. **A** Lung tissue morphology was examined using HE staining. **B** The extent of lung injury was quantified. **C** Protein concentration of BALF and (**D**) Lung W/D ratio was determined as indexes of pulmonary edema. **E** MPO activity in lungs were assessed. **F**, **G** Lung sections showed F4/80 positive cells identified by immunofluorescence staining (nuclei in blue, F4/80 in red), and the percentages of F4/80^+^ cells were quantified. Original magnification, × 200. Scale bar, 100 μm. Data are presented as the mean ± SEM (n = 6). **p < 0.01 vs. Control group, ##*p* < 0.01 vs. LPS group

### Tangeretin suppresses ferroptosis in murine lung tissue during sepsis-induced ALI

Previous research identified tangeretin, a fungal ferroptosis inhibitor derived from plants, as a promising new antifungal agent for the sustainable control of severe blast disease in vital cereal crops [27]. We then explored the relationship between tangeretin and ferroptosis. GPX4 and PTGS2 are two well-known markers of ferroptosis. We found that the expression of GPX4 was decreased and PTGS2 was elevated after LPS treatment, whereas tangeretin treatment significantly reversed the expression of GPX4 and PTGS2 (Fig. 2A, B). GSH (a reducing agent for antioxidation) and lipid peroxidation indicator MDA were also assessed. LPS exposure led to a significant decrease in GSH and an increase in MDA, while tangeretin intervention increased GSH levels and lowered MDA content in lung tissue (Fig. 2D, E). 4-hydroxy-2-nonenal (4-HNE), aldehydic metabolites from lipid peroxidation process, was also assessed. The 4-HNE (Fig. 2F) staining and iron level (Fig. 2G) confirmed that LPS can promote lipid peroxidation in lung, but tangeretin significantly inhibits it. Additionally, the administration of tangeretin significantly mitigated the inflammatory response within lung tissues, evidenced by the decreased concentrations of the cytokines IL-6, IL-1β, and TNF-α (Fig. 2H–J). In conclusion, tangeretin effectively suppressed ferroptosis in ALI triggered by sepsis in mice.

**Fig. 2:**
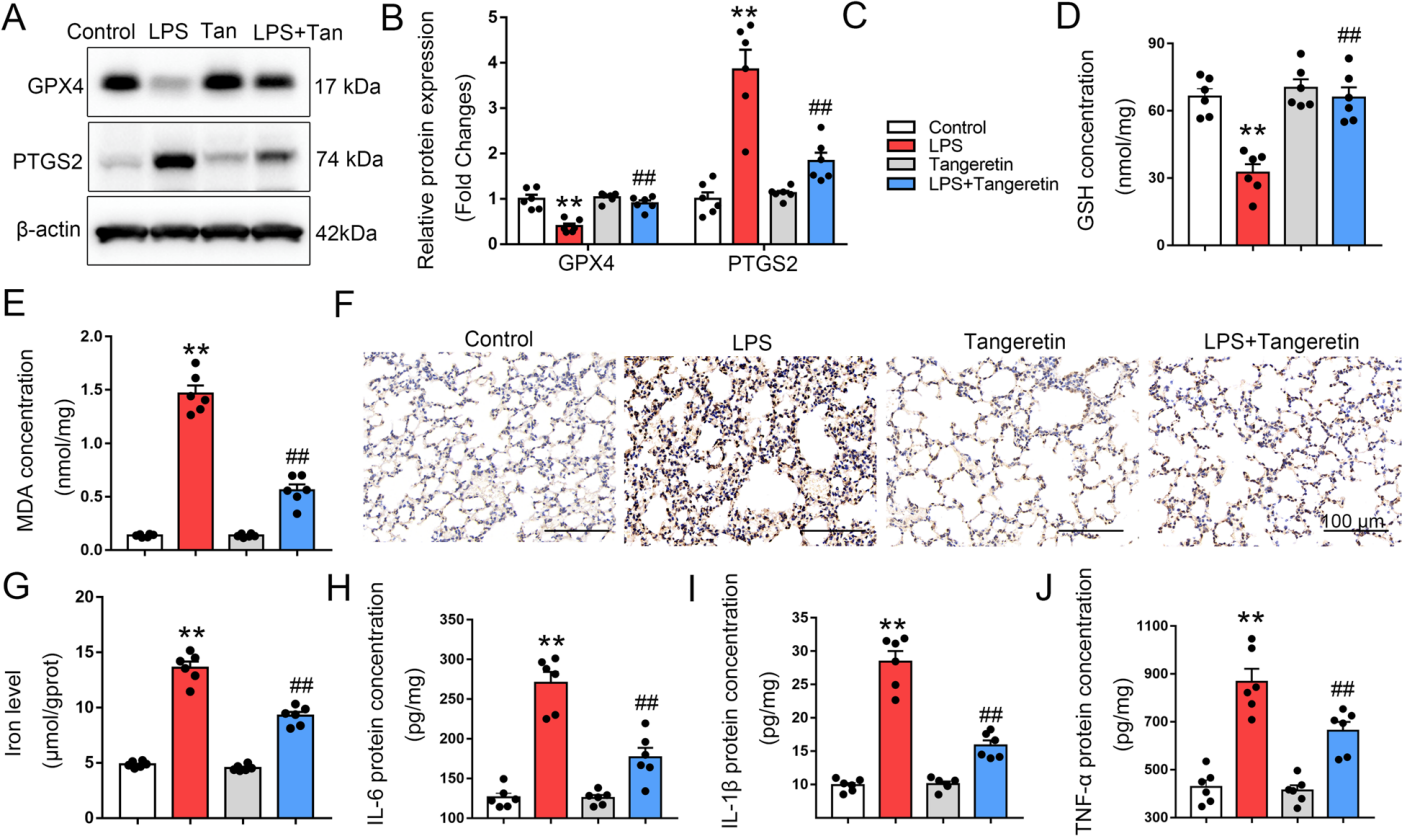
Tangeretin inhibits ferroptosis in murine lung during sepsis-induced ALI. Mice received tangeretin treatment followed by a 12 h exposure to an LPS challenge. The expression levels of GPX4 and PTGS2 in lung tissues were evaluated semi-quantitatively by western blotting. **A**, **B** Representative bands and corresponding histogram are shown. **C** Experimental groups are distinguished by distinct color codes. Levels of (**D**) GSH, (**E**) MDA and (**G**) iron level were quantified via colorimetric assays. **F** 4-HNE was assessed by immunohistochemistry staining. **H**–**J** Cytokines IL-6, IL-1β, and TNF-α in lung tissues were determined by ELISA. Original magnification, × 200. Scale bar, 100 μm. All data are expressed as the mean ± SEM (n = 6). **p < 0.01 vs. Control group, ##*p* < 0.01 vs. LPS group

### Tangeretin activates Nrf2 signaling pathway in vivo* during sepsis-induced ALI*

To further validate the function of tangeretin in sepsis-induced ALI, differential gene expression analysis was conducted between LPS and LPS + Tan group using RNA-seq data (*p*-value < 0.05, |Log_2_FC|> 1, Fig. 3A, B). 

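Lung RNA from 4 mice given LPS and 4 mice given tangeretin before LPS was sequenced. LPS was injected intraperitoneally at 5 mg/kg, tangeretin was injected at 50 mg/kg 30 min before LPS in the LPS + Tan group, and the lungs were taken 12 h after LPS. The sequenced set used here has no untreated group and no group given tangeretin alone, so it compares the 2 LPS-treated groups only. The methods give TRIzol extraction and the VAHTS Universal V6 library kit, whereas the sample labels name a column-based extraction kit and a different library kit. The authors deposited the number of reads counted on each of 24584 genes in each sample, without normalization, and the FPKM values made from these counts. The aligner, the genome build, the counting tool and the tool behind Fig. 3A are not given in the sources used here. Between 38895654 and 39931970 reads per sample were counted on genes in the LPS group, with a median of 39465302.5, and between 39039693 and 39629332 in the LPS + Tan group, with a median of 39316139. These are reads counted on genes, and the depth given in the methods is one of clean reads before counting. The counts were scaled by edgeR's TMM method, genes with too few counts for a test were removed by edgeR's filterByExpr rule, and 15706 genes were tested with edgeR's quasi-likelihood test. All log2 fold changes are LPS + Tan against LPS. The filter, the scaling and the test are choices that could change the numbers. The samples were highly correlated in log2 CPM (counts scaled to the total of the sample times its TMM factor) of the tested genes, with Pearson correlations of 0.976 to 0.989 within the groups and 0.976 to 0.986 between them. The first principal component held 26.2% of the variance and did not separate the groups (exact two-sided permutation test of its scores, p = 0.2).

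**Figure D1:**
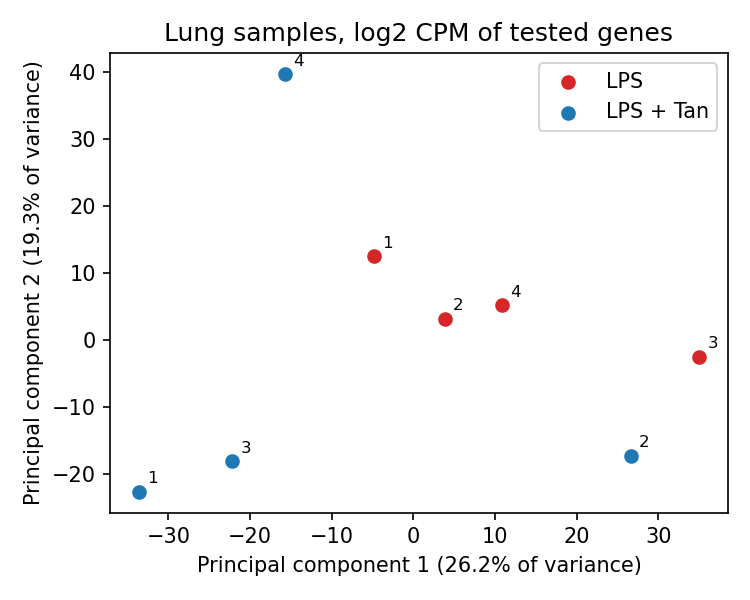
Scores of the 8 lung samples on the first 2 principal components of log2 CPM over the tested genes, with the share of variance on each axis and the replicate number beside each point. The groups overlap on the first component, where LPS + Tan replicate 2 has a score of 26.6 and LPS replicate 3 a score of 35.1.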

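At the paper's thresholds, an unadjusted p below 0.05 and an absolute log2 fold change above 1, 55 genes were higher and 47 genes were lower in the LPS + Tan group by edgeR's quasi-likelihood test. Without the fold change threshold, 451 genes were higher and 353 were lower at an unadjusted p below 0.05. After Benjamini-Hochberg adjustment over the 15706 genes, edgeR's test called 0 genes at an adjusted p below 0.05, and the lowest adjusted p was 0.497. DESeq2 called 35 genes at this threshold, edgeR's likelihood ratio test 23, limma-voom 0, and limma on log2(FPKM + 1) 0 for the tested genes and 2 for all genes. Without LPS + Tan replicate 4 edgeR's test called 1. The DEG counts depended on the filter and the test. They were 220 higher and 198 lower without the count filter, 18 and 23 with at least 1 CPM in 4 samples, 9 and 8 with a mean CPM of at least 5, 113 and 111 with DESeq2, and, with limma, 5 and 9 on log2(FPKM + 1), 19 and 21 on log2(FPKM + 0.1) and 5 and 6 on log2(FPKM + 1) of all genes. They also moved by more than 1.5 times in at least one direction without LPS replicate 1, to 84 and 71, without LPS replicate 4, to 88 and 52, without LPS + Tan replicate 2, to 113 and 125, and without LPS + Tan replicate 4, to 80 and 102. Among DEGs whose log2 CPM did not overlap between the groups, Sox17 had the lowest p of the higher genes. Its CPM was 36.9 ± 16.2 (SD, n = 4) in the LPS + Tan group and 14.2 ± 3.73 (SD, n = 4) in the LPS group, a log2 fold change of 1.38 with a standard error of 0.29 and an adjusted p of 0.688 by edgeR. Nxph3, Hey1, Wnt3a and Egfem1 followed, with log2 fold changes of 1.14, 1.23, 1.65 and 1.00. Of the lower genes, 2610300M13Rik had the lowest p, with a CPM of 0.0938 ± 0.0107 (SD, n = 4) in the LPS + Tan group and 0.508 ± 0.188 (SD, n = 4) in the LPS group, a log2 fold change of -2.40 with a standard error of 0.42 and an adjusted p of 0.497 by edgeR. Urml, Ccl20, Speer4c and Retnlb followed, with log2 fold changes of -1.42, -1.42, -1.27 and -1.52. DESeq2, unlike edgeR's quasi-likelihood test, called 8 of these 10 genes at an adjusted p below 0.05, all but Egfem1 and Retnlb, with 0.00165 for Sox17 and 0.0176 for 2610300M13Rik, whose adjusted p ran from 0.00159 to 1.00 and from 0.00473 to 1.00 over the alternatives. Speer4c is listed beside other Speer4 genes, between which the authors' counting could have split reads. In total, 429 of the tested genes, 2.73%, had groups that did not overlap in CPM, where random grouping of 4 and 4 samples gives 2.86%.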

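To set the sequencing data beside the named pathways, a list of genes for each of the IL6/JAK/STAT3, inflammatory response and TNF-α/NF-κB pathways was written from general knowledge before the data were examined, since the Hallmark sets were not used here. The lists held 82, 187 and 195 tested genes, and shared 18 to 50 genes with each other. Each list was tested with camera, which compares the genes of a list with all other tested genes at a preset correlation between genes of 0.01. The median log2 fold change of the IL6/JAK/STAT3 list was -0.084, with 67.1% of its genes lower in the LPS + Tan group (camera on the edgeR fit, adjusted p = 0.000271 over the 3 lists). The TNF-α/NF-κB list had a median of -0.11, with 65.1% of its genes lower (adjusted p = 5.65e-06 by camera). The inflammatory response list had a median of -0.017 and a mean of -0.072, with 54.0% of its genes lower (adjusted p = 0.00320 by camera). Its adjusted p rose to 0.144 without LPS replicate 3 and to 0.0742 without LPS + Tan replicate 3. None of the 3 calls held under fry, with an adjusted p of 0.247 for each list. Unlike camera, fry asks whether the genes of a list change at all, without comparing them with other genes. It takes the correlation between genes from the samples. None of the 3 calls held under camera with the correlation estimated from each list, with adjusted p of 0.214 for IL6/JAK/STAT3 and the inflammatory response and of 0.230 for TNF-α/NF-κB. The mean log2 CPM of a list in each sample, relative to the LPS mean, was -0.15 ± 0.092 (SD, n = 4) in the LPS + Tan group for IL6/JAK/STAT3, against a SD of 0.068 in the LPS group (exact two-sided permutation test, p = 0.0571). The same score was -0.13 ± 0.15 (SD, n = 4) for TNF-α/NF-κB, with a SD of 0.079 in the LPS group (exact permutation test, p = 0.2). It was -0.086 ± 0.062 (SD, n = 4) for the inflammatory response, with a SD of 0.085 in the LPS group (exact permutation test, p = 0.171). The difference in TNF-α/NF-κB was smaller than the SD of the LPS + Tan group, and those in the other lists were larger than the SD of either group.

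**Figure D2:**
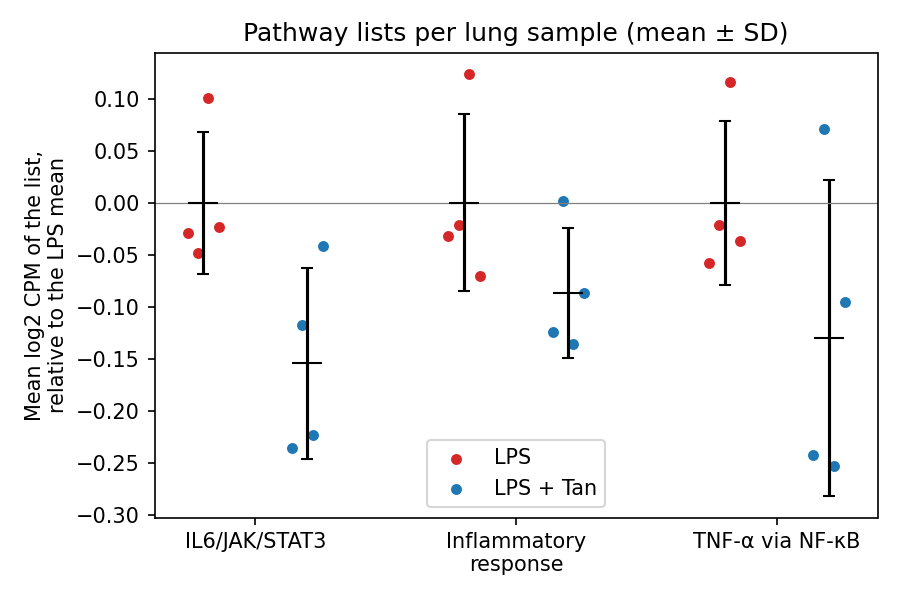
Mean log2 CPM of the genes of each pathway list in each lung sample, relative to the mean of the LPS group, with points for samples and bars for the group mean and SD. The LPS + Tan means lie at -0.15 for IL6/JAK/STAT3, -0.086 for the inflammatory response and -0.13 for TNF-α/NF-κB, and samples of the 2 groups overlap in each list.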

GSEA comparing the LPS and LPS + Tan groups showed significant enrichment of pathways such as IL6_JAK_STAT3_SIGNALING, INFLAMMATORY_RESPONSE, and TNF-α_SIGNALING_VIA_NF-κB (Fig. 3C–E). These findings highlight the anti-inflammatory capabilities of tangeretin in combating sepsis-induced ALI. 

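Single cytokine genes moved in different directions. Il6 was 4.12 ± 2.37 CPM (SD, n = 4) in the LPS + Tan group and 5.25 ± 2.09 CPM (SD, n = 4) in the LPS group, a log2 fold change of -0.35 with a standard error of 0.40 (adjusted p = 0.967 by edgeR's quasi-likelihood test). Il1b was 225 ± 62.0 CPM (SD, n = 4) in the LPS + Tan group and 206 ± 56.5 CPM (SD, n = 4) in the LPS group, a log2 fold change of 0.13, and Tnf was 14.9 ± 3.39 and 13.9 ± 3.34 CPM, a log2 fold change of 0.093. These 3 differences were smaller than the spread between samples, and those of Il1b and Tnf changed sign when single samples were left out. Ccl20 and Il1a were among the 5 genes with the lowest p in both the TNF-α/NF-κB and the inflammatory response lists. Ccl20 was 3.32 ± 0.747 CPM (SD, n = 4) in the LPS + Tan group and 8.85 ± 3.81 CPM (SD, n = 4) in the LPS group. For Ccl20, and also for Il1a, Cxcl1, Ccl22, Il6st and Lpar1, every LPS + Tan sample was below every LPS sample in CPM, but for Cxcl1 and Lpar1 only through the TMM factors, since their groups overlap when counts are scaled to the sample totals alone. These genes were chosen for a low p, and Ccl20 also for this separation itself, so a permutation test of the samples adds nothing, and 2.73% of all tested genes had such a separation in one direction or the other, where random grouping gives 2.86%. The adjusted p of Ccl20 over all tested genes was 0.688 by edgeR's quasi-likelihood test, 0.00239 by DESeq2 and 0.0111 by edgeR's likelihood ratio test, and ran from 0.00227 to 1.00 over the alternatives. Il1a had a log2 fold change of -0.49 with a standard error of 0.13, and Cxcl1, which led the IL6/JAK/STAT3 list, one of -0.44 with a standard error of 0.12, with adjusted p of 0.850 and 0.919 by edgeR. Ccl22, second in the inflammatory response list, had a log2 fold change of -0.97 with a standard error of 0.23 and an adjusted p of 0.850 by edgeR's quasi-likelihood test, 0.0270 by DESeq2 and 0.0498 by edgeR's likelihood ratio test, with a range of 0.0265 to 1.00 over the alternatives. Ccl20 and Ccl22 were thus called by DESeq2 and by the likelihood ratio test, while Il1a and Cxcl1 were called by neither. Itgb3, Il15ra, Il6st and Il13ra1 in the IL6/JAK/STAT3 list, Fos and Plk2 in the TNF-α/NF-κB list and Lpar1 in the inflammatory response list had log2 fold changes of -0.75 to -0.28. From the enrichment of the 3 pathways, the paper states that tangeretin has anti-inflammatory capabilities in sepsis-induced ALI. It also reports lower IL-6, IL-1β and TNF-α in lung by ELISA, which measures protein, and lower RNA of these cytokines by qPCR.

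**Figure D3:**
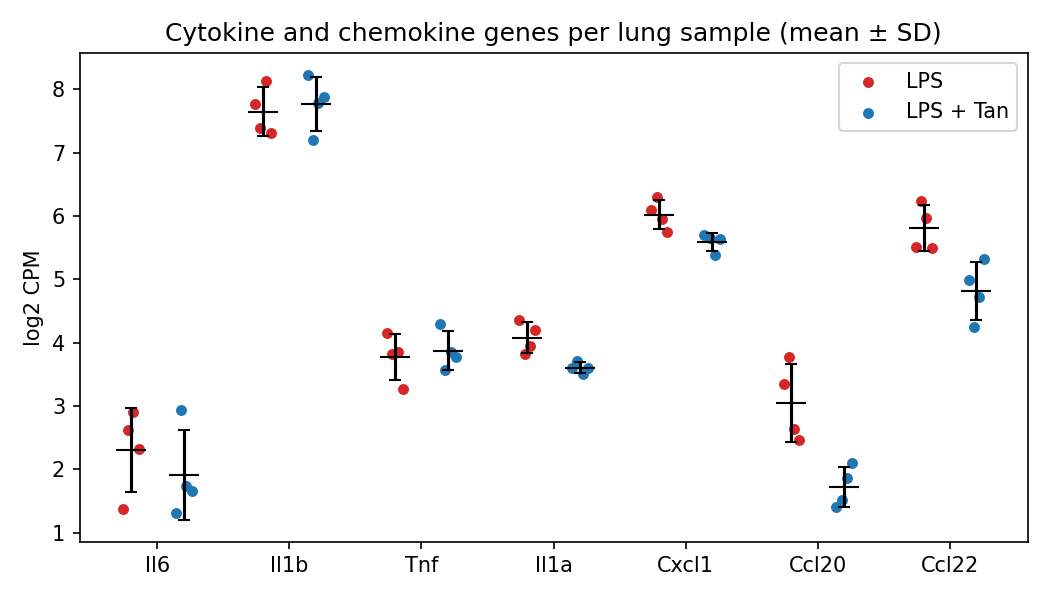
Log2 CPM of 7 cytokine and chemokine genes in each lung sample, with points for samples and bars for the group mean and SD. The groups overlap for Il6, Il1b and Tnf, and every LPS + Tan sample lies below every LPS sample for Il1a, Cxcl1, Ccl20 and Ccl22, which were chosen for a low p, for Cxcl1 only after TMM scaling.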

Nrf2 is a transcription factor that regulates the expression of antioxidant response elements (AREs) and is itself regulated by Keap1, could promote HO-1 and GPX4 to inhibit ferroptosis. Prior investigations have demonstrated that activating of Nrf2 signaling pathway inhibited ferroptosis, thus exerting protective effect on ALI [24, 29, 32, 34]. Our research revealed that tangeretin counteracted the LPS-induced increase of Keap1 and reduction of Nrf2. Moreover, tangeretin enhanced the expression of the downstream target gene HO-1 (Fig. 3F, G). Thus, tangeretin may inhibit ferroptosis by activating Nrf2 in mouse lung tissues induced by LPS.

**Fig. 3:**
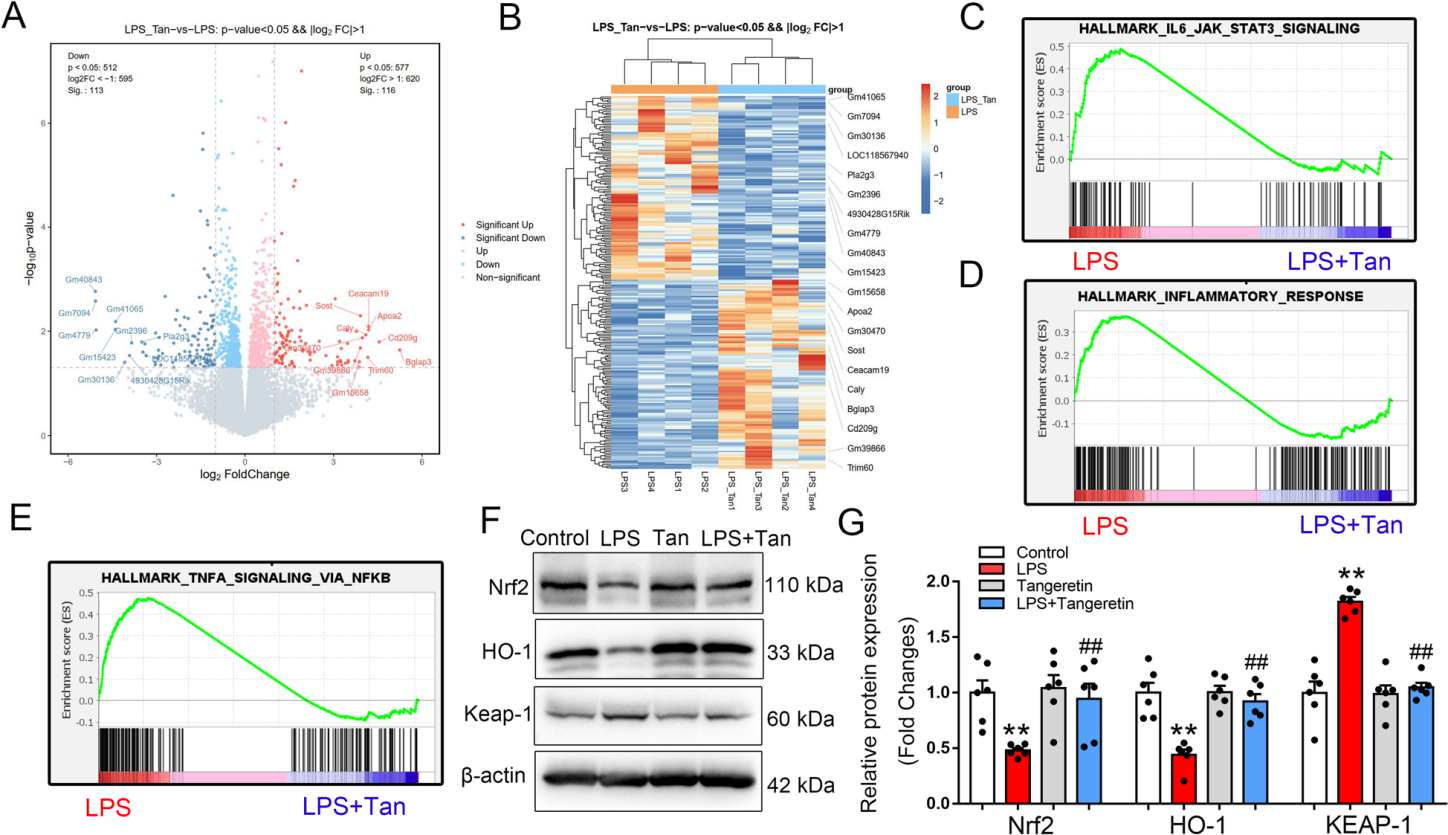
Tangeretin activates Nrf2 signaling pathway in vivo during ALI. Mice underwent treatment with tangeretin and then subjected to LPS for 12 h. Differential gene expression in lung tissues from the LPS and LPS + Tan groups was elucidated through RNA-seq. **A**, **B** Volcano plot and heatmap illustrated the clustering of differentially expressed genes in LPS group vs. LPS + Tan groups (n = 4). GSEA analysis demonstrated (**C**) IL6_JAK_STAT3 SIGNALING, **D** INFLAMMATORY_RESPONSE, and (**E**) TNF-α_SIGNALING_VIA_NF-κB pathway were inhibited in the LPS + Tan group. **F** Protein expression levels of Nrf2, HO-1 and Keap-1 were examined, (**G**) histograms are shown on the right of representative bands. Statistical data are expressed as the mean ± SEM (n = 6). **p < 0.01 vs. Control group, ##*p* < 0.01 vs. LPS group

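The 20 genes labelled in Fig. 3A and 3B had few counts. Their counts summed to 511 over all 20 genes and 8 samples, their mean count per sample ran from 1.38 to 14.4, and 0 of the 20 passed the count filter of the edgeR test. Bglap3, with the highest mean, had 112 counts over the LPS + Tan samples, of which 108 were in LPS + Tan replicate 4, and 3 counts over the LPS samples. Gm40843 had 39 counts over the LPS samples, of which 33 were in LPS replicate 3, and 1 count over the LPS + Tan samples. Sost had 19 counts over the LPS + Tan samples and 1 over the LPS samples. The counts of the groups did not overlap for 6 of the 20 genes, and in CPM, where the TMM factors alone part 2 genes tied in counts, for 8, where random grouping gives 2.86% of genes that were not chosen for a difference. DESeq2, which applies no such filter before its test, called 19 of the 20 genes at the paper's thresholds with its default settings and left Bglap3 without a p. Its default settings gave an adjusted p to 0 of the 20 genes. With its cutoff for distant samples off, a setting chosen after seeing the data, it called all 20 and gave an adjusted p to Bglap3 alone, at 0.655. The edgeR test without its count filter, an alternative set before the data were examined, also called all 20 at the paper's unadjusted thresholds, and 0 genes in all at an adjusted p below 0.05. At an unadjusted p below 0.05 it called 631 higher and 569 lower genes. Clustering of the samples on the genes chosen as DEGs by edgeR separated the groups, whereas clustering on all tested genes set LPS + Tan replicate 4 apart from the other samples.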

### Tangeretin inhibits LPS-induced ferroptosis via* Nrf2-dependent pathways in macrophage*

Macrophage ferroptosis has been demonstrated to be involved in ALI [34]. We found that tangeretin inhibited LPS-induced ferroptosis in RAW264.7 cell (Fig. 4A, B). To verify that the protective effect of tangeretin on macrophages is primarily mediated through ferroptosis, we performed Western blot analysis to examine the effects of tangeretin on pyroptosis-, necroptosis-, and apoptosis-related proteins. The results showed that tangeretin effectively reduced the levels of pyroptosis-related proteins and significantly alleviated the expression of necroptosis- and apoptosis-related proteins (Fig. S3A–C). Furthermore, we conducted CCK8 assays to assess cell viability after the addition of different cell death pathway inhibitors. The results demonstrated that tangeretin substantially improved the viability of macrophages suppressed by LPS. However, when a ferroptosis inhibitor was added, no further improvement in macrophage viability was observed. In contrast, when pyroptosis, necroptosis, or apoptosis inhibitors were added alongside tangeretin, macrophage viability was further enhanced compared to tangeretin alone (Fig. S3D). These findings suggest that pyroptosis, necroptosis, and apoptosis may be involved in the protective effects of tangeretin but are not the most critical pathways. Ferroptosis is likely the predominant form of cell death targeted by tangeretin. Moreover, treatment of LPS-stimulated macrophage with tangeretin upregulated Nrf2 and HO-1 expression, along with a decrease in Keap 1 level (Fig. 4C, D), Nrf2 was assessed in nuclear lysates and cytoplasm, representative bands and immunofluorescence staining showed that tangeretin significantly promoted Nrf2 entry into the nucleus when RAW264.7 cell was stimulated with LPS (Fig. 4E, F). Subsequently, to further elucidate whether tangeretin alleviates ferroptosis through activating Nrf2 signaling pathway, we applied Nrf2 siRNA to knockdown the expression of Nrf2 in RAW264.7. Knockdown efficiency was verified by western blotting (Fig. S4A&B). The results confirm that Nrf2 siRNA effectively suppresses Nrf2 expression. Ferroptosis is a recently identified form of programmed cell death, distinguished by the buildup of lipid ROS, we demonstrated that Nrf2 knockdown abolished the inhibition effect of tangeretin on ROS accumulation (Fig. S4C). We have performed additional experiments using BODIPY 581/591 C11 probes to measure lipid peroxidation levels during ferroptosis. The results confirm that tangeretin significantly reduces lipid peroxidation levels, while Nrf2 siRNA reversed these effects (Fig. S4D). Furthermore, when Nrf2 was silenced, there was a notable reduction in GPX4 level and a rise in PTGS2 levels, nearly completely negating the protective effects of tangeretin (Fig. 5A, B). In contrast, Nrf2-silenced group exhibited a decrease in GSH level and an elevation in MDA level when compared with control siRNA group that exposed to LPS and tangeretin (Fig. 5D, E). Inflammatory factor such as IL-6, IL-1β and TNF-α were also reversed due to Nrf2 silencing (Fig. 5F–H). Thus, we conclude that tangeretin prevents LPS-induced ferroptosis via Nrf2-dependent pathways in macrophage.

**Fig. 4:**
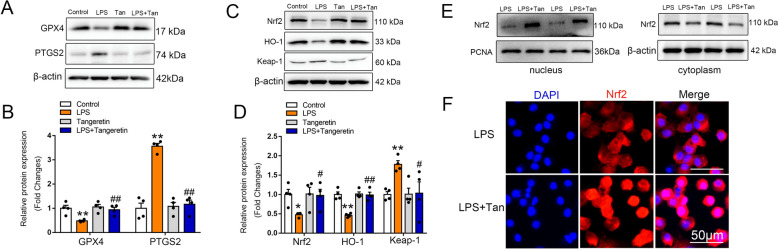
Tangeretin inhibits LPS-induced ferroptosis through Nrf2-dependent pathways in macrophage. RAW 264.7 cells pretreated with tangeretin (25 μM) were exposed to LPS for 12 h. **A**, **B** Indicative protein bands of GPX4 and PTGS2, accompanied by semi-quantitative analysis. **C** Protein expression of Nrf2 signaling pathway were examined, **D** histograms are shown below representative bands. The data are presented as the mean ± SEM (n = 4). *p < 0.05, **p < 0.01 vs. Control group, #*p* < 0.05, ##*p* < 0.01 vs. LPS group. **E** Nrf2 protein expression in nucleus and in cytoplasm were detected. **F** Immunofluorescence staining for Nrf2 (red) and nuclei (DAPI, blue) was conducted. Original magnification, × 200. Scale bar, 50 μm

**Fig. 5:**
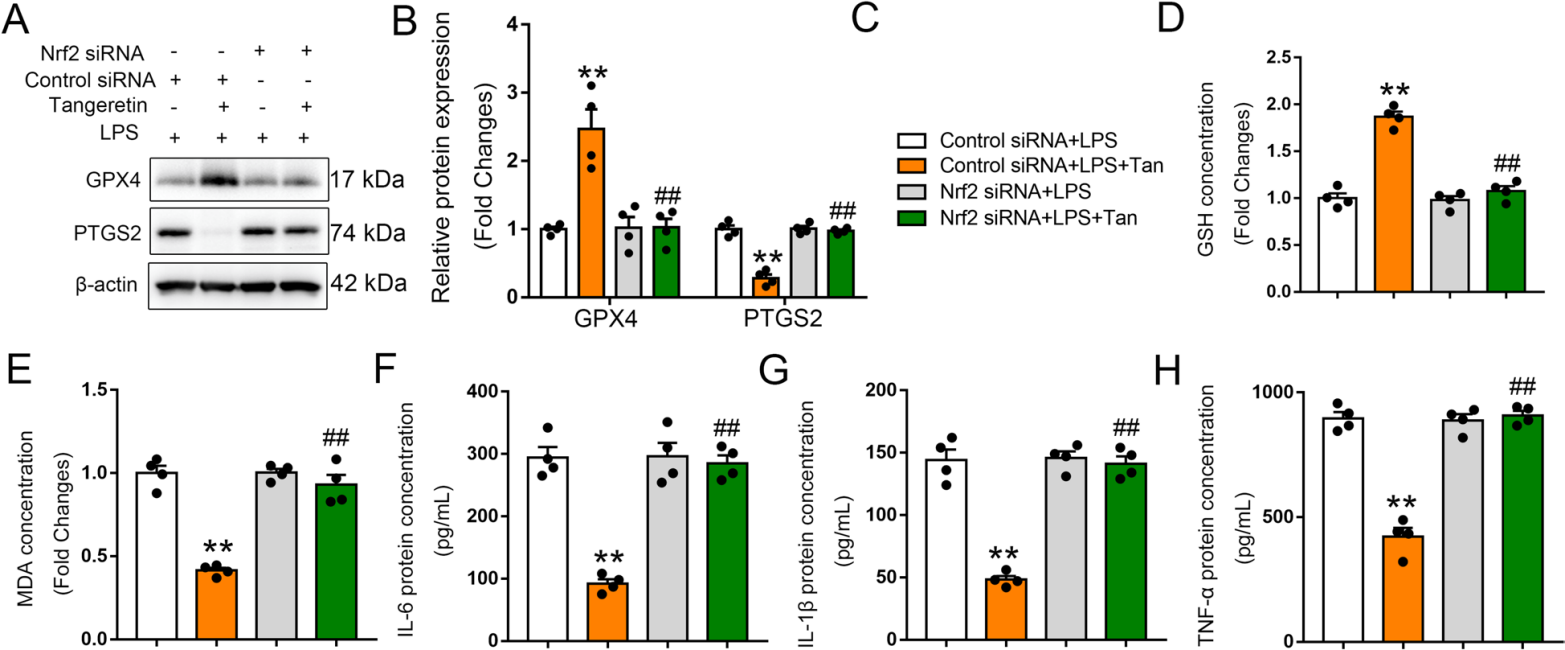
Tangeretin inhibited ferroptosis through Nrf2 activation in vitro. RAW264.7 cells transfected with control or Nrf2 siRNA for 48 h, followed by LPS/LPS + Tan treatment. **A**, **B** Western blot analysis of GPX4 and PTGS2 in RAW264.7 cells, representative bands and corresponding histograms are shown. **C** Group differentiation by color coding. **D**, **E** GSH contents and MDA levels in cell supernatants were measured. **F**–**H** IL-6, IL-1β, and TNF-α levels in cell supernatants were quantified. Statistical data are expressed as the mean ± SEM (n = 4). **p < 0.01 vs. Control siRNA + LPS group, ##*p* < 0.01 vs. Control siRNA + LPS + Tan group

### Tangeretin prevents ferroptosis induced by sepsis through the activation of Nrf2 in vivo

To delve deeper into whether tangeretin exerts its anti-ferroptosis effects by activating Nrf2, mice were pre-administered with an Nrf2 inhibitor (ML385, at a dosage of 30 mg/kg) for 2 h before being challenged with LPS. As depicted in Fig. 6A, B, in the lung tissues of mice stimulated with LPS, the protein level of GPX4 was elevated and PTGS2 was diminished following treatment with tangeretin. However, ML385 administration markedly abrogated the effect of tangeretin. Moreover, tangeretin treatment increased the extent of GSH and decreased the MDA content, 4-HNE, iron level in lung tissue stimulated by LPS (Fig. 6D–G), inflammatory factors IL-6, IL-1β and TNF-α triggered by LPS were also attenuated by tangeretin supplementation, all these were reversed by pretreatment with ML385 (Fig. 6H–J). To evaluate Nrf2 nuclear translocation and its transcriptional activity in macrophages from mouse lung tissue, we performed dual immunofluorescence staining for Nrf2 and F4/80 (a macrophage marker). The results revealed that, compared to the LPS group, Nrf2 nuclear translocation in macrophages was significantly increased in the LPS + Tan group. Additionally, treatment with ML385 markedly reduced Nrf2 nuclear expression, indicating effective inhibition of Nrf2 activity (Fig. S5). These findings further support the regulatory role of tangeretin in activating Nrf2 and validate the inhibitory effect of ML385 in this context. Therefore, tangeretin inhibited ferroptosis through Nrf2 activation in lung tissues during ALI.

**Fig. 6:**
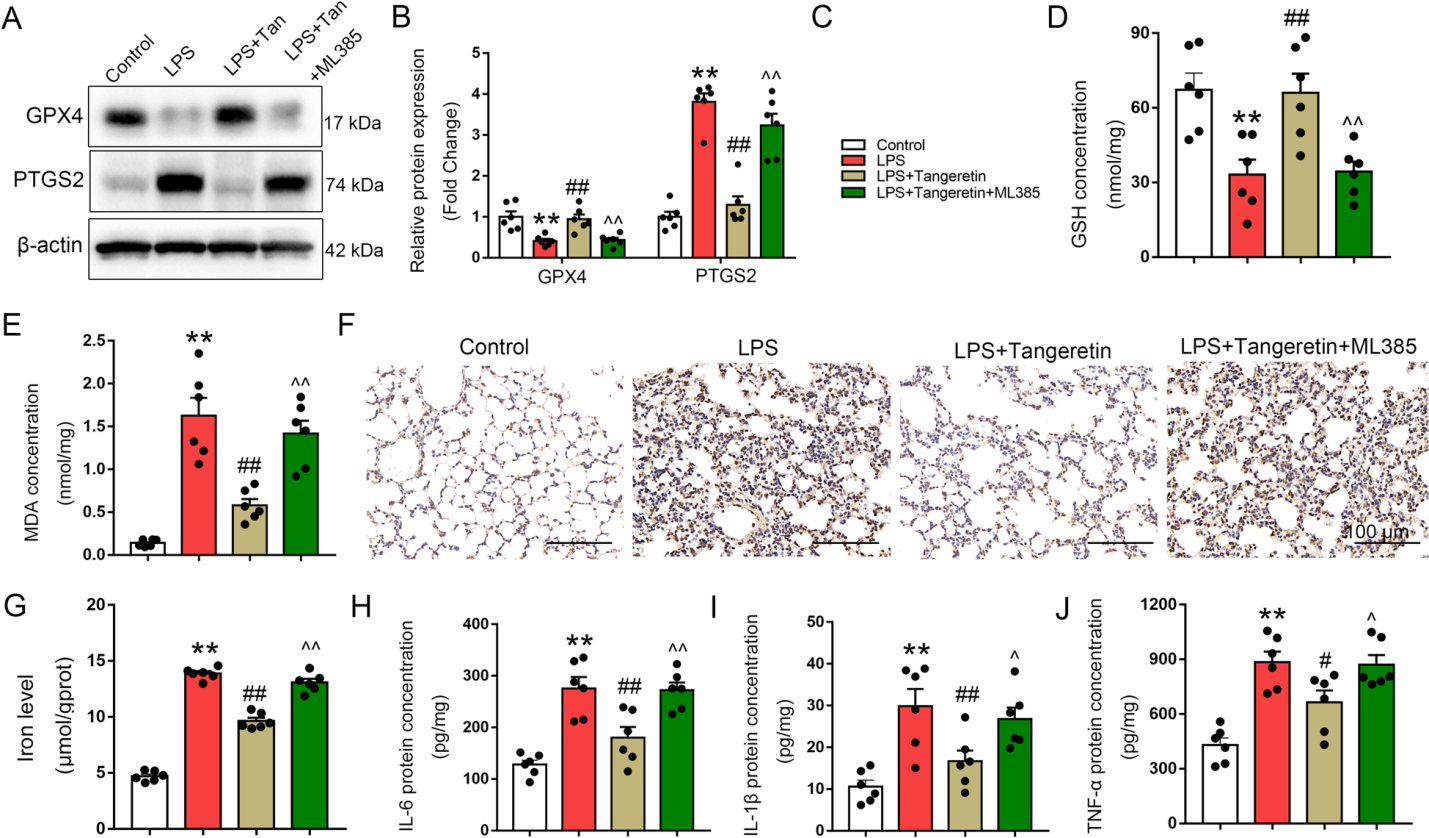
Tangeretin inhibited ferroptosis through Nrf2 activation in vivo. ML385 (30 mg/kg) was administered prior to LPS/LPS + Tan treatment. **A**, **B** Representative bands of ferroptosis-related proteins in lung tissues and corresponding histograms are shown. **C** Group differentiation by color coding. **D**, **E**, **G** The levels of GSH, MDA, iron level, along with cytokines (**H**–**I**) IL-6, IL-1β, and TNF-α in lung tissues were quantified. **F** 4-HNE was assessed by immunohistochemistry staining. Original magnification, × 200. Scale bar, 100 μm. Results are expressed as the mean ± SEM (n = 6). **p < 0.01 vs. Control group; #*p* < 0.05, ##*p* < 0.01 vs. LPS group; ^*p* < 0.05, ^^*p* < 0.01 vs. LPS + Tan group

### Tangeretin inhibits sepsis-induce d ALI through Nrf2 activation in vivo

Finally, to determine if the protective role of tangeretin against sepsis-induced ALI was mediated by Nrf2, corresponding experiments were conducted. As depicted in Fig. 7A, B, lung tissue damage visualized by HE staining explicitly demonstrated that pulmonary hemorrhage and thickening alveolar wall were mitigated in tangeretin-treated mice post-LPS intervention, whereas ML385 abolished the effect of tangeretin. Similarly, tangeretin decreased the protein content in the BALF and W/D ratio of LPS-exposed mice, ML385 significantly recovered the protein level in the BALF and W/D ratio (Fig. 7C, D). MPO activity, F4/80 positive cells in lung tissues were reduced by tangeretin supplementation in LPS-exposed mice, however, these changes were largely reversed when administrated with ML385 (Fig. 7E–G).

**Fig. 7:**
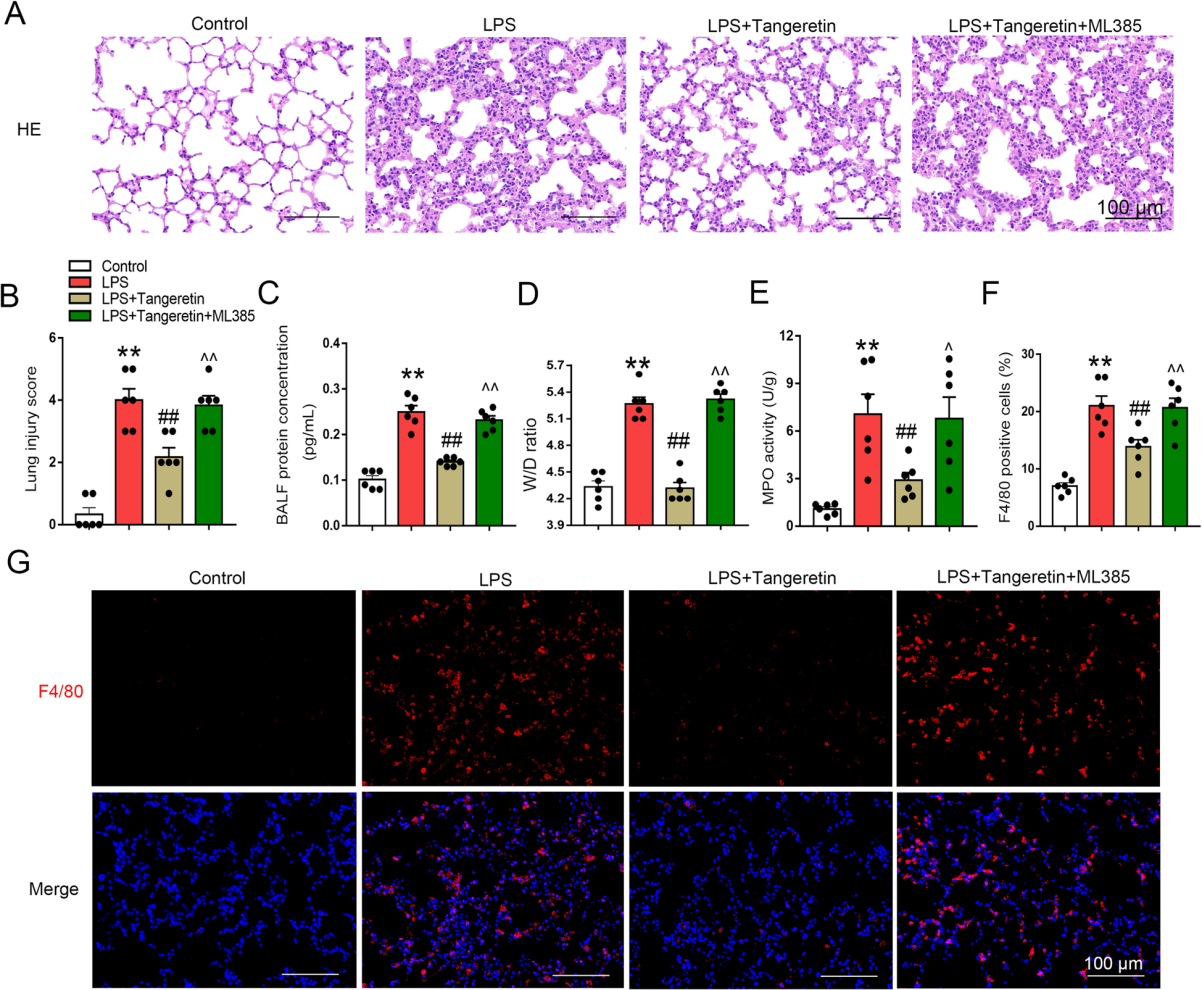
Tangeretin inhibited sepsis-induced ALI through Nrf2 activation in vivo. ML385 (30 mg/kg) was administered prior to tangeretin treatment. **A**, **B** Lung tissue sections were evaluated using HE staining and subsequent lung injury scoring. **C**, **D**, **E** Protein concentration of BALF, lung W/D ratio and MPO activity were measured. **F**, **G** F4/80 was analyzed using immunofluorescence, and the percentages of F4/80^+^ cells were quantified. Original magnification, × 200. Scale bar, 100 μm. All data are expressed as the mean ± SEM (n = 6). **p < 0.01 vs. Control group; ##*p* < 0.01 vs. LPS group; ^*p* < 0.05, ^^*p* < 0.01 vs. LPS + Tan group

## Discussion

Sepsis-induced ALI remains a critical life-threatening condition, representing a major public health challenge due to the paucity of personalized treatment approaches [35, 36]. Consequently, new therapeutic approaches are essential for enhancing the clinical outcomes of patients suffering from ALI. In this context, our study demonstrated that tangeretin, a bioactive flavonoid extracted from orange peel [37] effectively inhibits ferroptosis, offering protection against ALI, predominantly through the activation of the Nrf2 signaling pathway. These results highlight tangeretin's promise as an innovative therapeutic option for managing sepsis-induced ALI.

Tangeretin has attracted significant attention due to its diverse biological activities. Notably, it was demonstrated to exert anti-inflammatory properties and neuroprotective impacts on microglial cells, as well as in models of cerebral ischemia–reperfusion injury in rats [38, 39]. Additionally, it mitigates cisplatin-induced kidney injury in rats via anti-inflammatory cascades and oxidative disturbances [40]. Li and colleagues noted a marked reduction in TNF-α levels in BALF and a significant decrease in MPO activity in lung tissues, highlighting tangeretin's ability to attenuate LPS-induced lung injury [20]. Furthermore, tangeretin administration significantly alleviates pulmonary edema and reduces pulmonary congestion, alveolar wall thickening, and leukocyte infiltration, while suppressing the expression of inflammatory cytokines and the infiltration of inflammatory cells in models of sepsis-induced ALI [20, 41]. Consistent with these findings, the present study demonstrated that tangeretin alleviates LPS-induced lung tissue damage, decreases MPO activity and reduces macrophage infiltration. Importantly, tangeretin also improved endothelial hyperpermeability in the lungs of LPS-induced ALI mice. Moreover, our study found that tangeretin promotes the polarization of macrophages from M1 to M2, thereby enhancing the production of anti-inflammatory mediators in LPS-induced ALI. Tangeretin treatment led to a substantial decrease in the concentrations of pro-inflammatory cytokines such as IL-6, IL-1β and TNF-α, aligning with previous research [38, 39].

Ferroptosis, a regulated form of cell death distinguished by disruptions in iron and lipid metabolism, has emerged as a significant focus in the progression of ALI and other diseases [12, 34, 42]. Inhibition of ferroptosis has been demonstrated to markedly mitigate sepsis-induced ALI, highlighting the complexity of the mechanisms initiating ferroptosis, including the dysregulation of the cystine/glutamate antiporter system (System Xc−), composed of the SLC7A11 and SLC3A2 subunits, is essential for intracellular free radical scavenging and GSH production, with its inhibition leading to decreased cellular GSH levels and increased ROS production [43]. Excessive ROS then interacts with polyunsaturated fatty acid phospholipids, leading to lipid peroxidation and changes in cell membranes [44]. Consequently, decreased GSH levels and impaired GPX4 activity can trigger ferroptosis [45]. Tangeretin has been reported to modulate lipid metabolism, as evidenced by its capacity to enhance the hepatic-protective activity of silybin in non-alcoholic steatohepatitis (NASH) [46] and also acted as a regulator of lipoprotein metabolism linked to atherosclerosis development [47]. Furthermore, tangeretin has demonstrated to inhibit fungal ferroptosis in the context of rice blast suppression [27]. Similarly, in our study, we noted that tangeretin significantly restored GPX4 expression and normalized GSH and MDA levels in the lung tissues of mice exposed to LPS. These results suggest that tangeretin inhibits lipid peroxidation and ferroptosis in sepsis-induced lung injury through the inhibition of Xc−/GSH/GPX4 antioxidant axis.

Previous studies have demonstrated that an abnormal inflammatory response is pivotal in iron metabolism disorder and redox system imbalance. Cytokines such as IL-6, IL-1β and TNF-α are known to regulate the synthesis of ferritin, which in turn affects iron storage within cells and tissues [48]. 

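The direction of the 3 pathways was also examined with enrichment scores as in GSEA, on the gene lists written for these pathways. Ranking of the genes by the signal-to-noise ratio of LPS + Tan against LPS gave enrichment scores of -0.484 for IL6/JAK/STAT3, -0.399 for the inflammatory response and -0.491 for TNF-α/NF-κB, so that the genes of each list lay towards the LPS end. Against all 70 arrangements of the sample labels, p from the arrangements with a score of the same sign was 0.114, 0.286 and 0.2 in an exact permutation test. With genes rather than samples permuted, in preranked GSEA on the edgeR statistics, the adjusted p was 4.82e-05, 2.13e-06 and 3.36e-11. The sample-label test counts 35 arrangements with the sign of the observed score for each list. Without the genes it shares with the other two lists, the inflammatory response list had a median log2 fold change of 0.013 and a mean of -0.032 (camera adjusted p = 0.183).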

In our study, RNA-seq analysis revealed that the IL6_JAK_STAT3, INFLAMMATORY_RESPONSE and TNF-α_SIGNALING_VIA_NF-κB pathways were suppressed in the LPS + Tan group, and these pathways are closely associated with ferroptosis [49]. Our findings showed that tangeretin significantly decreased ferroptosis in lung tissues and macrophages induced by LPS. Macrophages are pivotal in maintaining immune homeostasis and producing pro-inflammatory factors that facilitate the progression of ALI. Notably, ferroptosis is considered as an immune-derived cell death and is regulated by the immune system. Macrophage ferroptosis has been reported to be involved in chronic obstructive pulmonary disease (COPD) [50], liver ischaemia/reperfusion injury [51], and also sepsis-induced lung injury [34]. The attenuation of macrophage-mediated excessive inflammatory responses has been shown to significantly enhance pulmonary function and improve survival outcomes in sepsis [52, 53]. Consequently, the protective role of tangeretin against sepsis-induced lung injury may be partly due to its anti-inflammatory effect, thus inhibiting macrophage ferroptosis.

Tangeretin has been recognized as an inhibitor of oxidative stress and inflammation, primarily by the upregulation of the Nrf2 signaling pathway in models of collagen-induced arthritis in rats [54] and chromium-induced acute brain injury [16]. Additionally, tangeretin activates Nrf2/antioxidant response element pathway within HEK293T cells [26]. It further sustains antioxidant efficacy by diminishing the ubiquitination of NRF2, which is mediated by CUL3 [15]. In our study, we found that the protective effect of tangeretin on ferroptosis was mediated by activation of Nrf2 signaling pathway. Nrf2, a pivotal regulator of cellular antioxidant responses, is known to confer protection against various oxidative stress-induced forms of cell death, including ferroptosis [55, 56]. This regulatory mechanism involves a gene network related to iron metabolism and lipid peroxidation, underscoring the therapeutic relevance of modulating the Nrf2 pathway in addressing ferroptosis-linked diseases like ALI [25, 57]. Keap1 plays a critical role in this context by forming complexes with Nrf2, leading to its ubiquitination-mediated degradation [58]. Molecular docking results indicated that tangeretin attaches to the apex of the central pore within the Keap1 Kelch domain, with hydrophobic and hydrogen bond interactions facilitating a firm association [26]. Our study highlights that tangeretin treatment significantly upregulates Nrf2 and its downstream target genes HO-1, while downregulates the expression of Keap-1. The upregulation is paralleled by an increase in GSH levels and a simultaneous reduction in MDA levels, observed both in lung tissue and macrophages. Intriguingly, the silencing of Nrf2 expression in macrophages and also in lung tissues abolished the protective role against oxidative stress, inflammatory response, ferroptosis and lung injury induced by LPS. These observations collectively suggest that tangeretin exerts anti-ferroptotic effects by activating the antioxidant defense system, predominantly through the enhancement of Nrf2 expression. Thus, our study not only sheds light on the mechanistic aspects of tangeretin’s action but also highlights its potential as a therapeutic promise for treating diseases associated with ferroptosis.

Additionally, in a mouse model for lung injury caused by sepsis, the application of MCC950 (an NLRP3 inhibitor) inhibited ferroptosis-associated biomarkers, whereas ferrostatin-1 (a ferroptosis inhibitor) led to a decrease in NLRP3 and proteins involved in pyroptosis [59]. This finding suggests a crosstalk between ferroptosis and pyroptosis pathways in lung injury due to sepsis. Research indicates that tangeretin suppress the activation of the NLRP3 inflammasome mediated by ROS [19, 21], indicating the possibility that tangeretin may offer protection against lung injury from sepsis through pyroptosis inhibition and this warrants further exploration. Nevertheless, to reinforce the conclusion of our study, a potential approach involves the genetic knockout of Nrf2 in mice suffering from sepsis-induced lung damage is necessary. Moreover, the mechanism through which tangeretin activates Nrf2 was not explored in this experiment and further study is needed.

## Conclusion

In summary, our study delineates the therapeutic promise of tangeretin in mitigating sepsis-induced ALI, particularly through its inhibition of macrophage ferroptosis facilitated via activation of the Nrf2 signaling pathway. These findings establish a foundation for subsequent investigations into the clinical viability of tangeretin as an innovative treatment strategy for sepsis-induced ALI.

## Supplementary Information

Supplementary Material 1.

## Data Availability

Data will be made available on request.

## Abbreviations

ALI: Acute lung injury
ARDS: Acute respiratory distress syndrome
BALF: Bronchoalveolar lavage fluid
DMEM: Dulbecco’s modified Eagle’s medium
DEGs: Differentially expressed genes
DHE: Dihydroethidium
FBS: Fetal bovine serum
GPX4: Glutathione peroxidase 4
GSH: Glutathione
GSEA: Gene set enrichment analysis
HO-1: Heme oxygenase-1
Keap1: Kelch-like ECH-associated protein 1
LPS: Lipopolysaccharides
MDA: Malondialdehyde
MODS: Multiple organ dysfunction syndrome
MPO: Myeloperoxidase
Nrf2: Nuclear factor erythroid 2-related factor 2
PTGS2: Prostaglandin-endoperoxide synthase 2
ROS: Reactive oxygen species

# Supplementary material for: Tangeretin alleviates sepsis-induced acute lung injury by inhibiting ferroptosis of macrophage via Nrf2 signaling pathway
**Source:** Chin Med. 2025 Jan 15;20:11. doi: 10.1186/s13020-025-01063-8
**Supplement:** Supplementary file 1 — Supplementary Material 1.

Supplemental Digital Content

**Tangeretin alleviates sepsis-induced acute lung injury by inhibiting ferroptosis of macrophage via Nrf2 signaling pathway**

Hui Zhang^1,†^, Yan Wang^1,†^, Shenghua Wang^1^, Xiaomei Xue^1^, Kai Huang^1^, Dunfeng Xu^1^, Lai Jiang^1^, Siyuan Li^1,*^, Yunqian Zhang^1,*^

^†^These authors contributed equally to this work and should be considered as co-first authors

Dr. Yunqian Zhang

**Material and methods**

**Immunofluorescence staining of lung tissues**

Lung tissues were collected and fixed in 4% paraformaldehyde for further immunofluorescent detection. Lung sections (5 μm) were dewaxed and microwaved in citric acid buffer to retrieve antigens. After blocked with 5% BSA for 30 min, the sections were incubated with anti-F4/80 (1:200, servicebio, #GB11027), anti-CD206 (1:150, R&D Systems, #AF2535), anti-iNOS (1:200, servicebio, # GB125703) and anti-Nrf2 (1:200, servicebio, #GB113808) overnight followed with FITC-conjugated and CY3-conjugated secondary antibody (1:200, servicebio, #GB22303; #GB21303), Nuclei were counterstained with 4’6-diamidino-2-phenylindole (DAPI, Beyotime). Images were taken by Pannoramic MIDI (3D HISTECH, Budapest, Hungary) and analyzed using Image J software.

**RT-PCR**

Total RNA was extracted from lung tissues using TRIzol Reagent. PrimeScript™ RT reagent Kit with gDNA Eraser was used to reverse RNA into cDNA, followed by relative quantitative PCR using ChamQ Universal SYBR qPCR Master Mix. RT-PCR was detected on Real-Time Quantitative PCR instrument (Bio-rad). Primer information was shown in Supplementary Table 1.

**Measurement of lipid ROS in RAW264.7**

Lipid peroxidation was determined using the C11-BODIPY 581/591 fluorescence probe (cat no. S0043, Beyotime) according to the manufacturer's instructions. RAW264.7 cells were treated with different intervention. After harvesting, RAW264.7 were washed and incubated with 2 μM C11-BODIPY 581/591 solution for 20 min. Finally, the images were captured using a fluorescence microscope.

**Cell counting kit-8 (CCK-8) assay**

Cells were seeded in 96-well plates and exposed to the indicated compounds for 12 hours. CCK-8 reagent (cat no. C0038, Beyotime) was added to each well at a 1:10 dilution and incubated for 1 hour to allow the reaction to proceed. Absorbance at 450 nm was then measured using a microplate reader (Bio-Rad, Model 680, USA) to quantitatively evaluate cell viability. All experiments were performed in triplicate to ensure reliability. Ferroptosis inhibitor Ferrostatin-1 (Fer-1, 10 μM, HY-100579), pyroptosis inhibitor VX-765 (10 μM, HY-13205), necroptosis inhibitor Necrostatin-1 (Nec-1, 10 μM，HY-15760), and apoptosis inhibitor Z-VAD-FMK (20 μM, HY-16658B) were obtained from MedChemExpress.

**Supplementary Table 1. Primer Sequences used in this study**

| Gene Name |  | Sequence |
| --- | --- | --- |
| β-actin (F) |  | CTGT ATGC CTCT GGTC GTAC |
| β-actin (R) |  | TGAT GTCA CGCA CGAT TTCC |
| IL-6(F) |  | CTGCAAGAGACTTCCATCCAG |
| IL-6 (R) |  | AGTGGTATAGACAGGTCTGTTGG |
| TNF-α(F) |  | CCTCACCCACACCGTCAG |
| TNF-α(R) |  | GTTGGTCCCCCTTCTCCA |
| IL-1β (F) |  | GAAATGCCACCTTTTGACAGTG |
| IL-1β (R) |  | TGGATGCTCTCATCAGGACAG |
| Arg-1 (F) |  | CTCCAAGCCAAAGTCCTTAGAG |
| Arg-1 (R) |  | AGGAGCTGTCATTAGGGACATC |
| CD206 (F) |  | CTCTGTTCAGCTATTGGACGC |
| CD206 (R) |  | CGGAATTTCTGGGATTCAGCTTC |
| IL-10 (F) |  | GGTTGCCAAGCCTTAGCCAC |
| IL-10 (R) |  | ACCTGCTCCACTGCCTTGCT |

Supplementary Figure 1

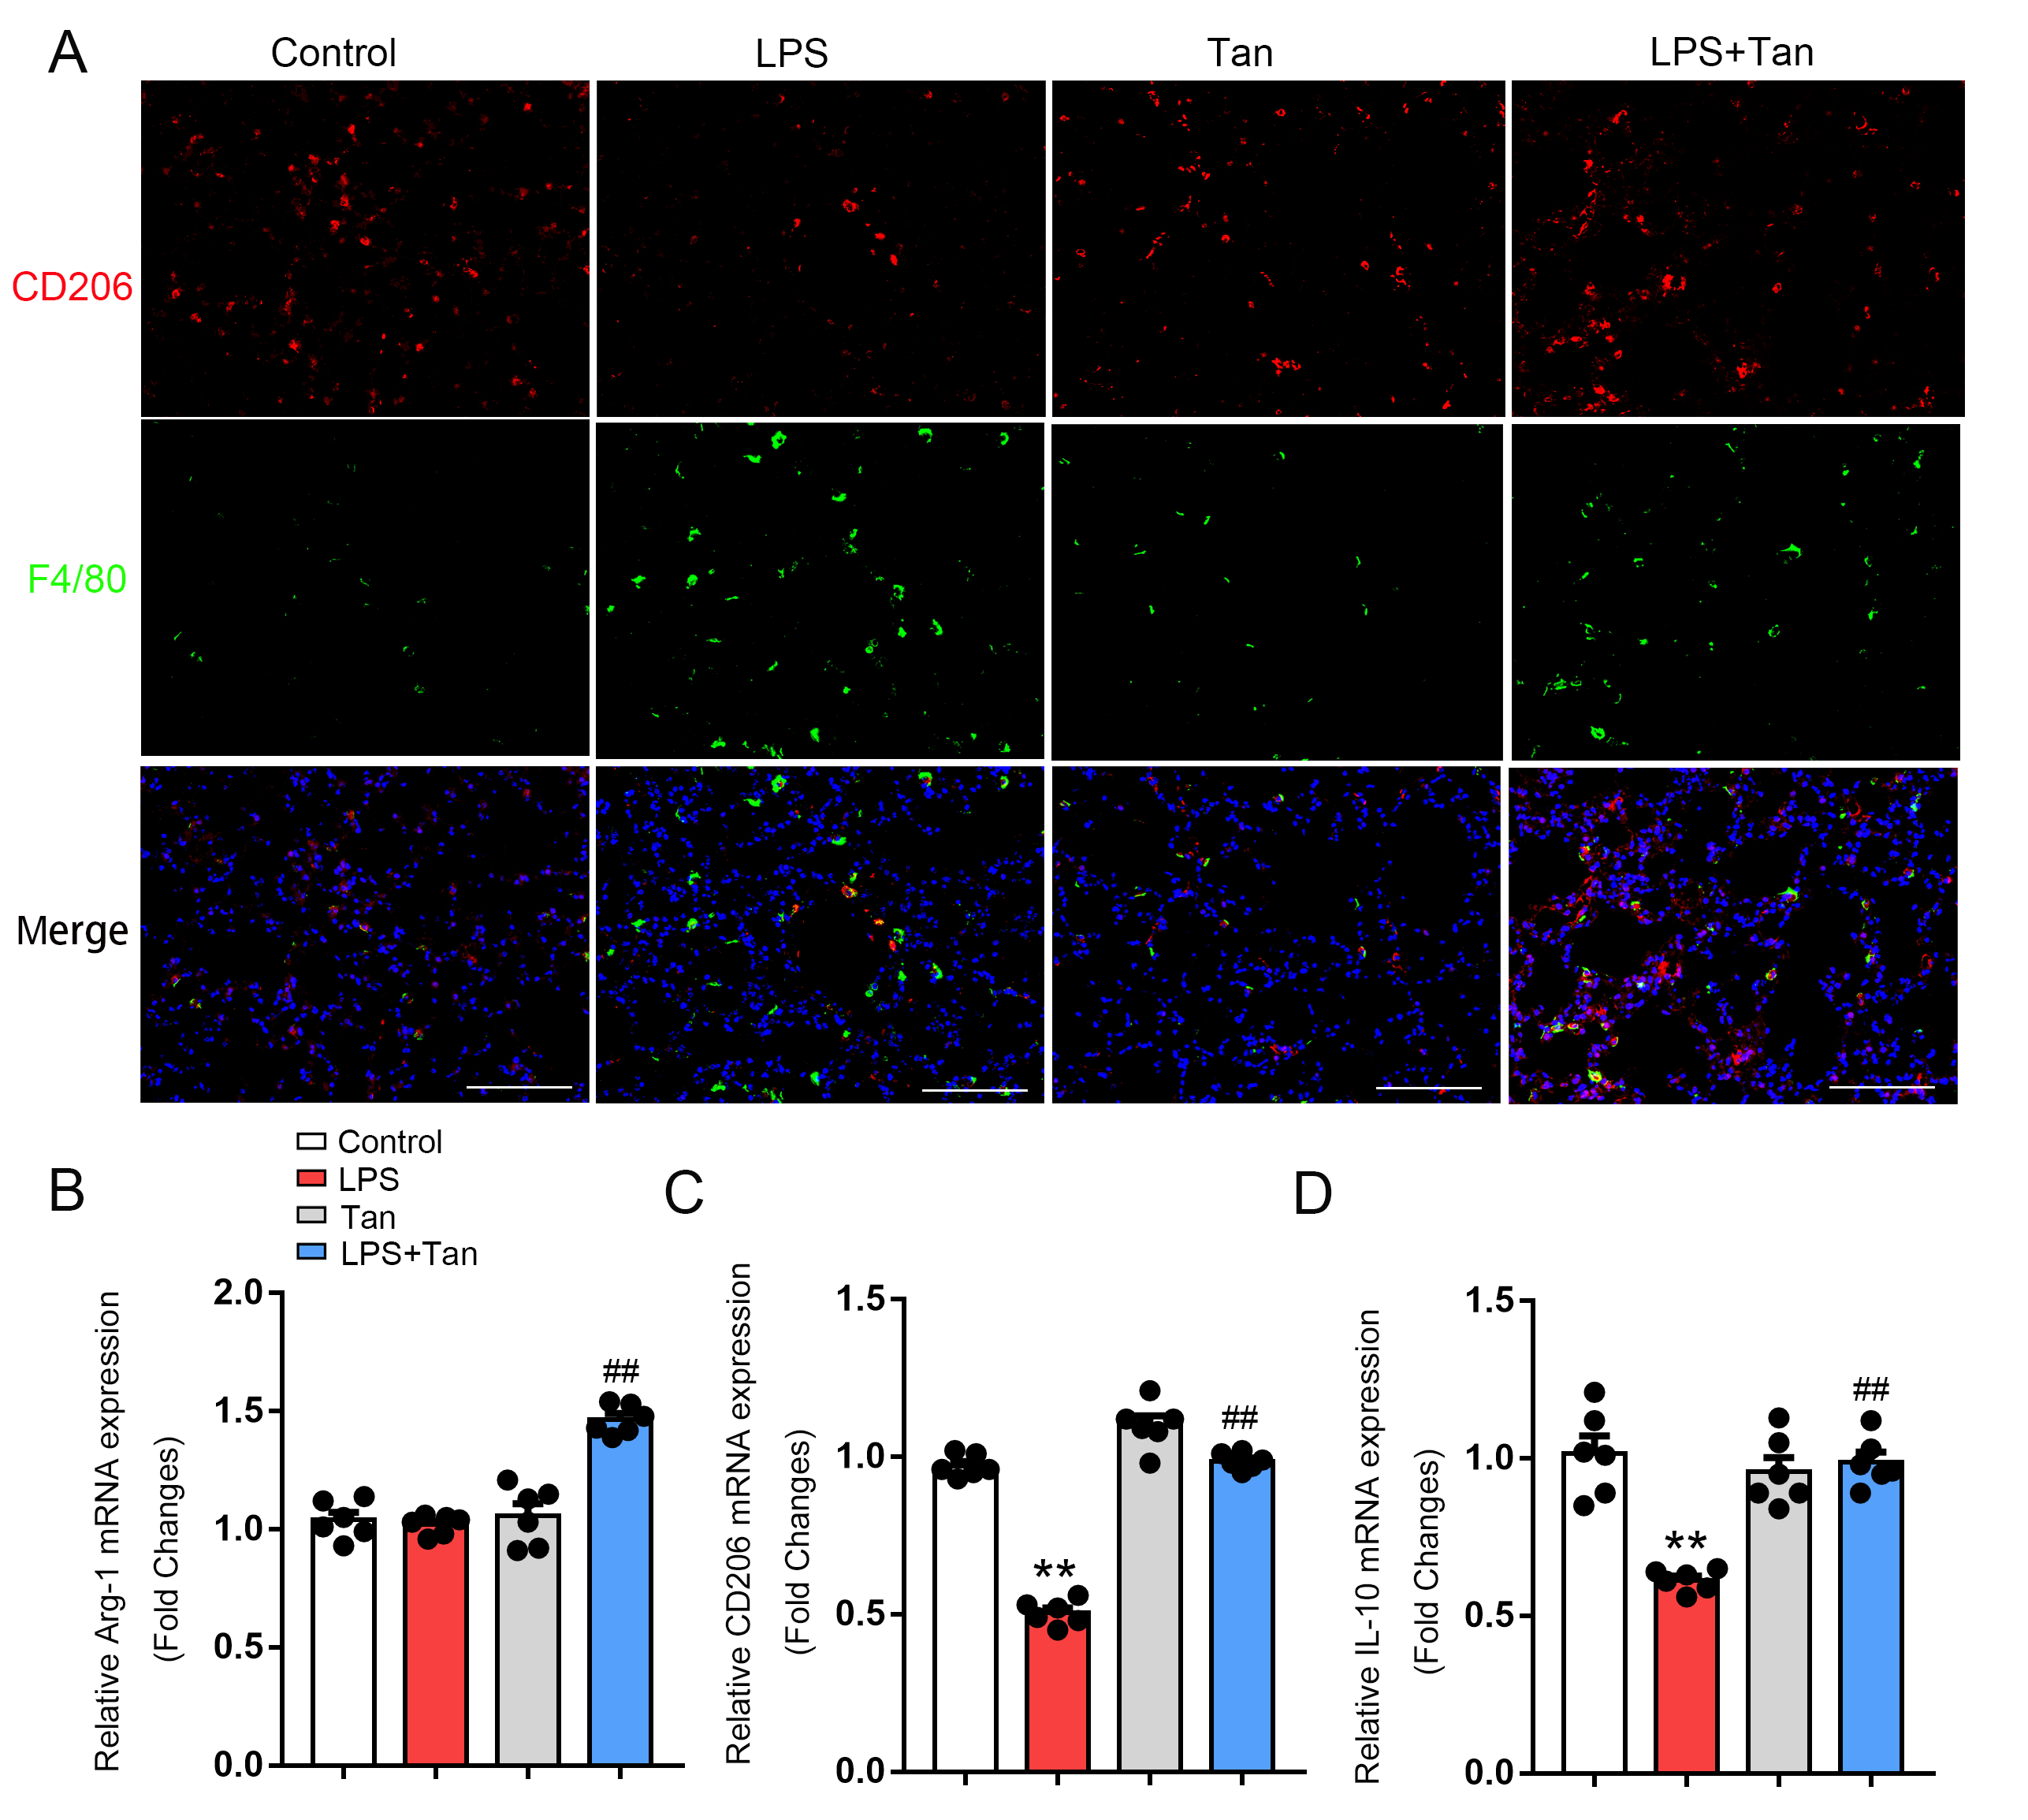

**Supplementary Figure 1. Tangeretin promoted M2 macrophage infiltration in the lung tissues of LPS-induced mice.** Mice were subjected to LPS and treated with tangeretin (i.p). Lung tissues were harvested at the indicated time points. (A) M2 macrophages were shown via double immunofluorescent staining of F4/80 (green) and M2 marker CD206 (red). Nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI) (blue). Merge image represented the staining of F4/80^+^ and CD206^+^ cells in lung tissues. Scale bar = 100 μm. Lung tissues were harvested to examine the relative mRNA expression of M2 markers Arg-1 (B), CD206 (C), and IL-10(D). Data are presented as the mean ± SEM (n = 6). ** p<0.01 vs. Control group; ## p<0.01vs.LPS group.

Supplementary Figure 2

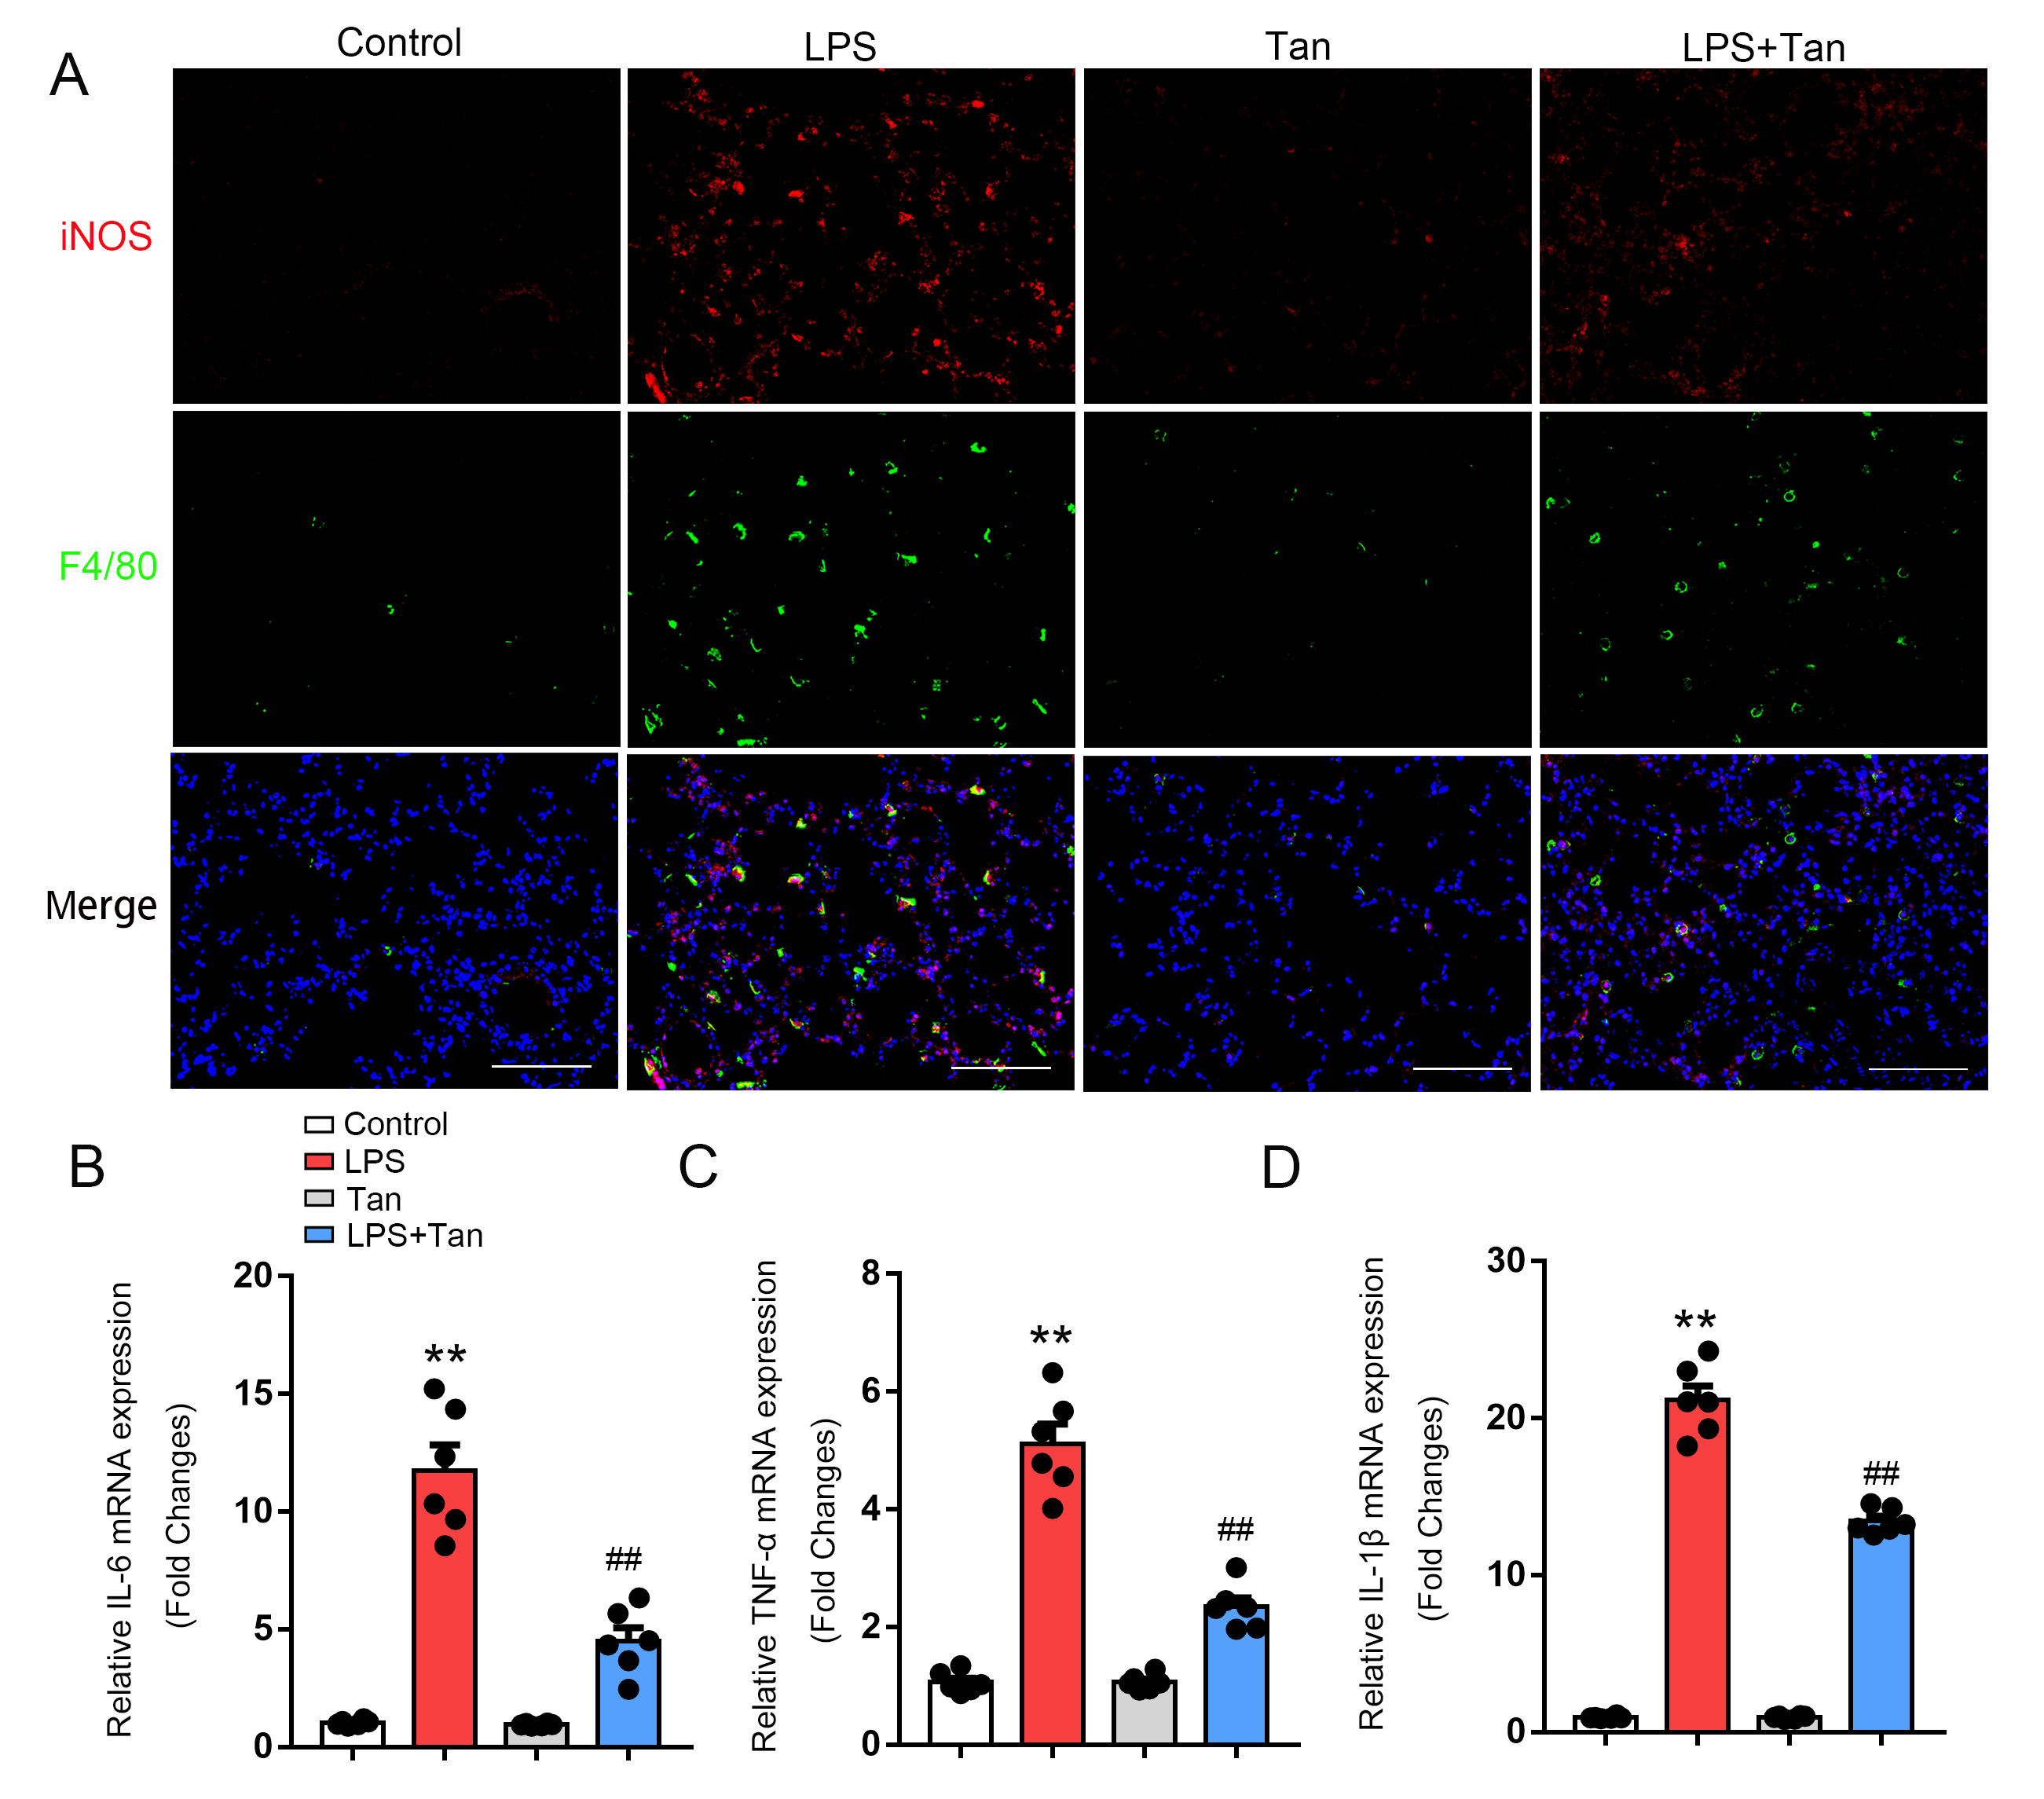

**Supplementary Figure 2. Tangeretin inhibited M1 macrophage infiltration in the lung tissues of LPS-induced mice.** Mice were subjected to LPS and treated with tangeretin (i.p). Lung tissues were harvested at the indicated time points. (A) M1 macrophages were shown via double immunofluorescent staining of F4/80 (green) and M1 marker iNOS (red). Nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI) (blue). Merge image represented the staining of F4/80^+^ and iNOS^+^ cells in lung tissues. Scale bar = 100 μm. Lung tissues were harvested to examine the relative mRNA expression of M1 markers IL-6 (B), TNF-α (C), and IL-1β (D). Data are presented as the mean ± SEM (n = 6). ** p<0.01 vs. Control group; ## p<0.01vs.LPS group.

Supplementary Figure 3

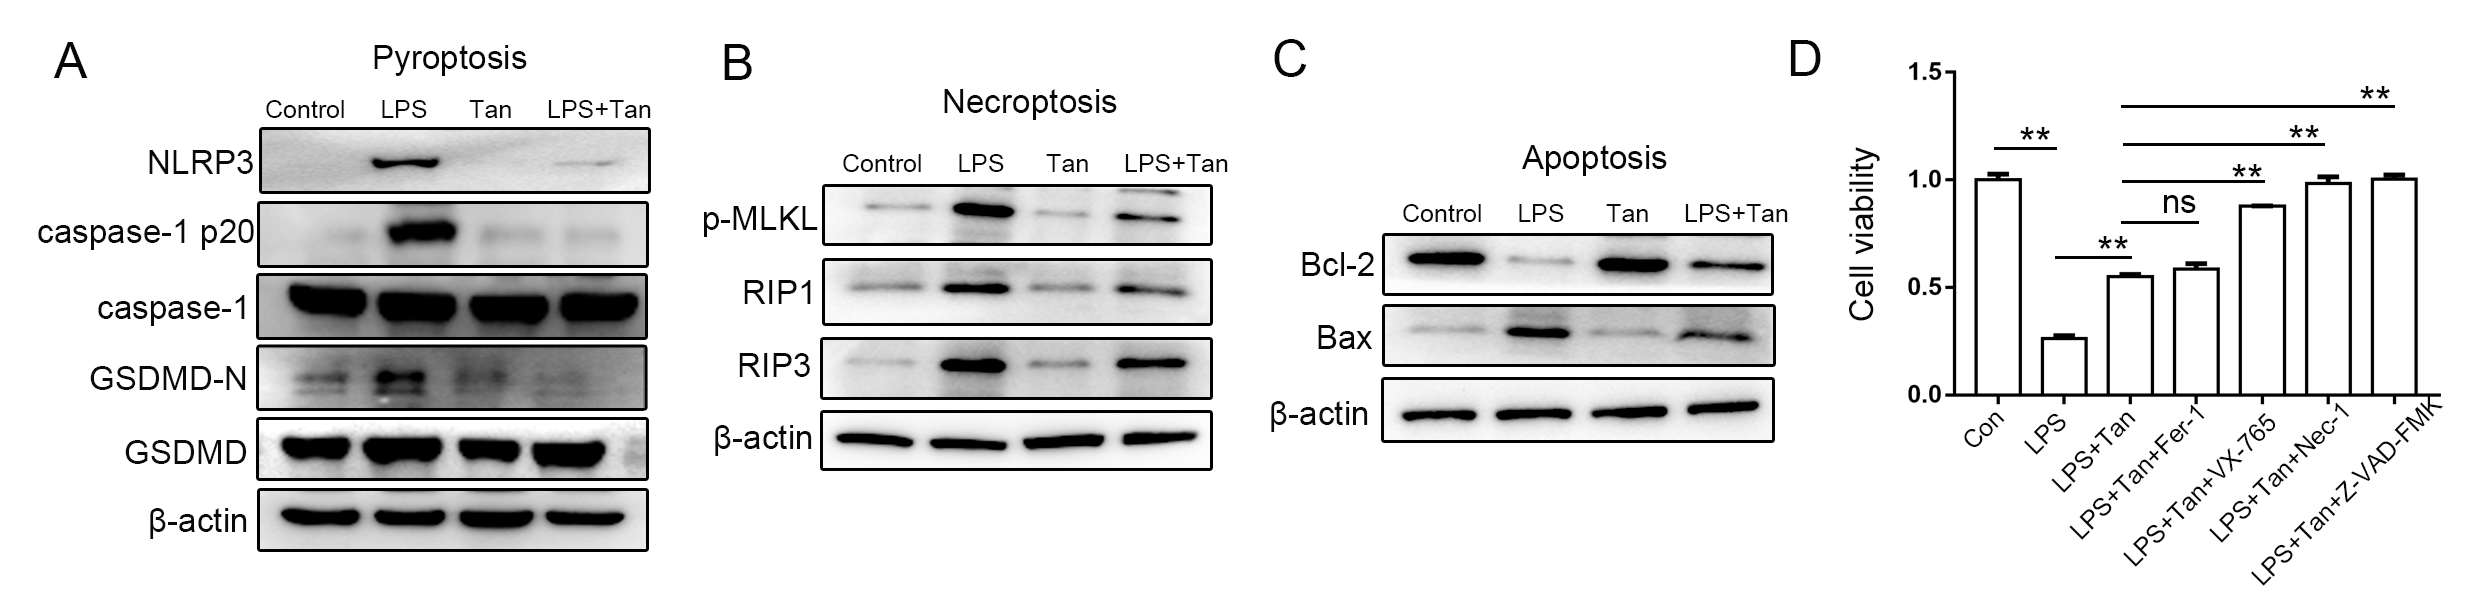

**Supplementary Figure 3. The effect of tangeretin on LPS-induced different forms of cell death.** (A-C) Western blot analyses were conducted to evaluate the expression and activation of key cell death mediators, including NLRP3, cleaved caspase 1 (p20), the N-terminal fragment of GSDMD, p‑MLKL, RIP1, RIP3, Bcl-2, and Bax in RAW 264.7 cells co‑treated with LPS and tangeretin (25 μM). (D) Effects of Fer-1, VX-765, Nec-1, and Z-VAD-FMK on cell viability were assessed by CCK8 assays. Data are presented as the mean ± SEM (n = 4). ** p<0.01 vs. LPS group.

Supplementary Figure 4

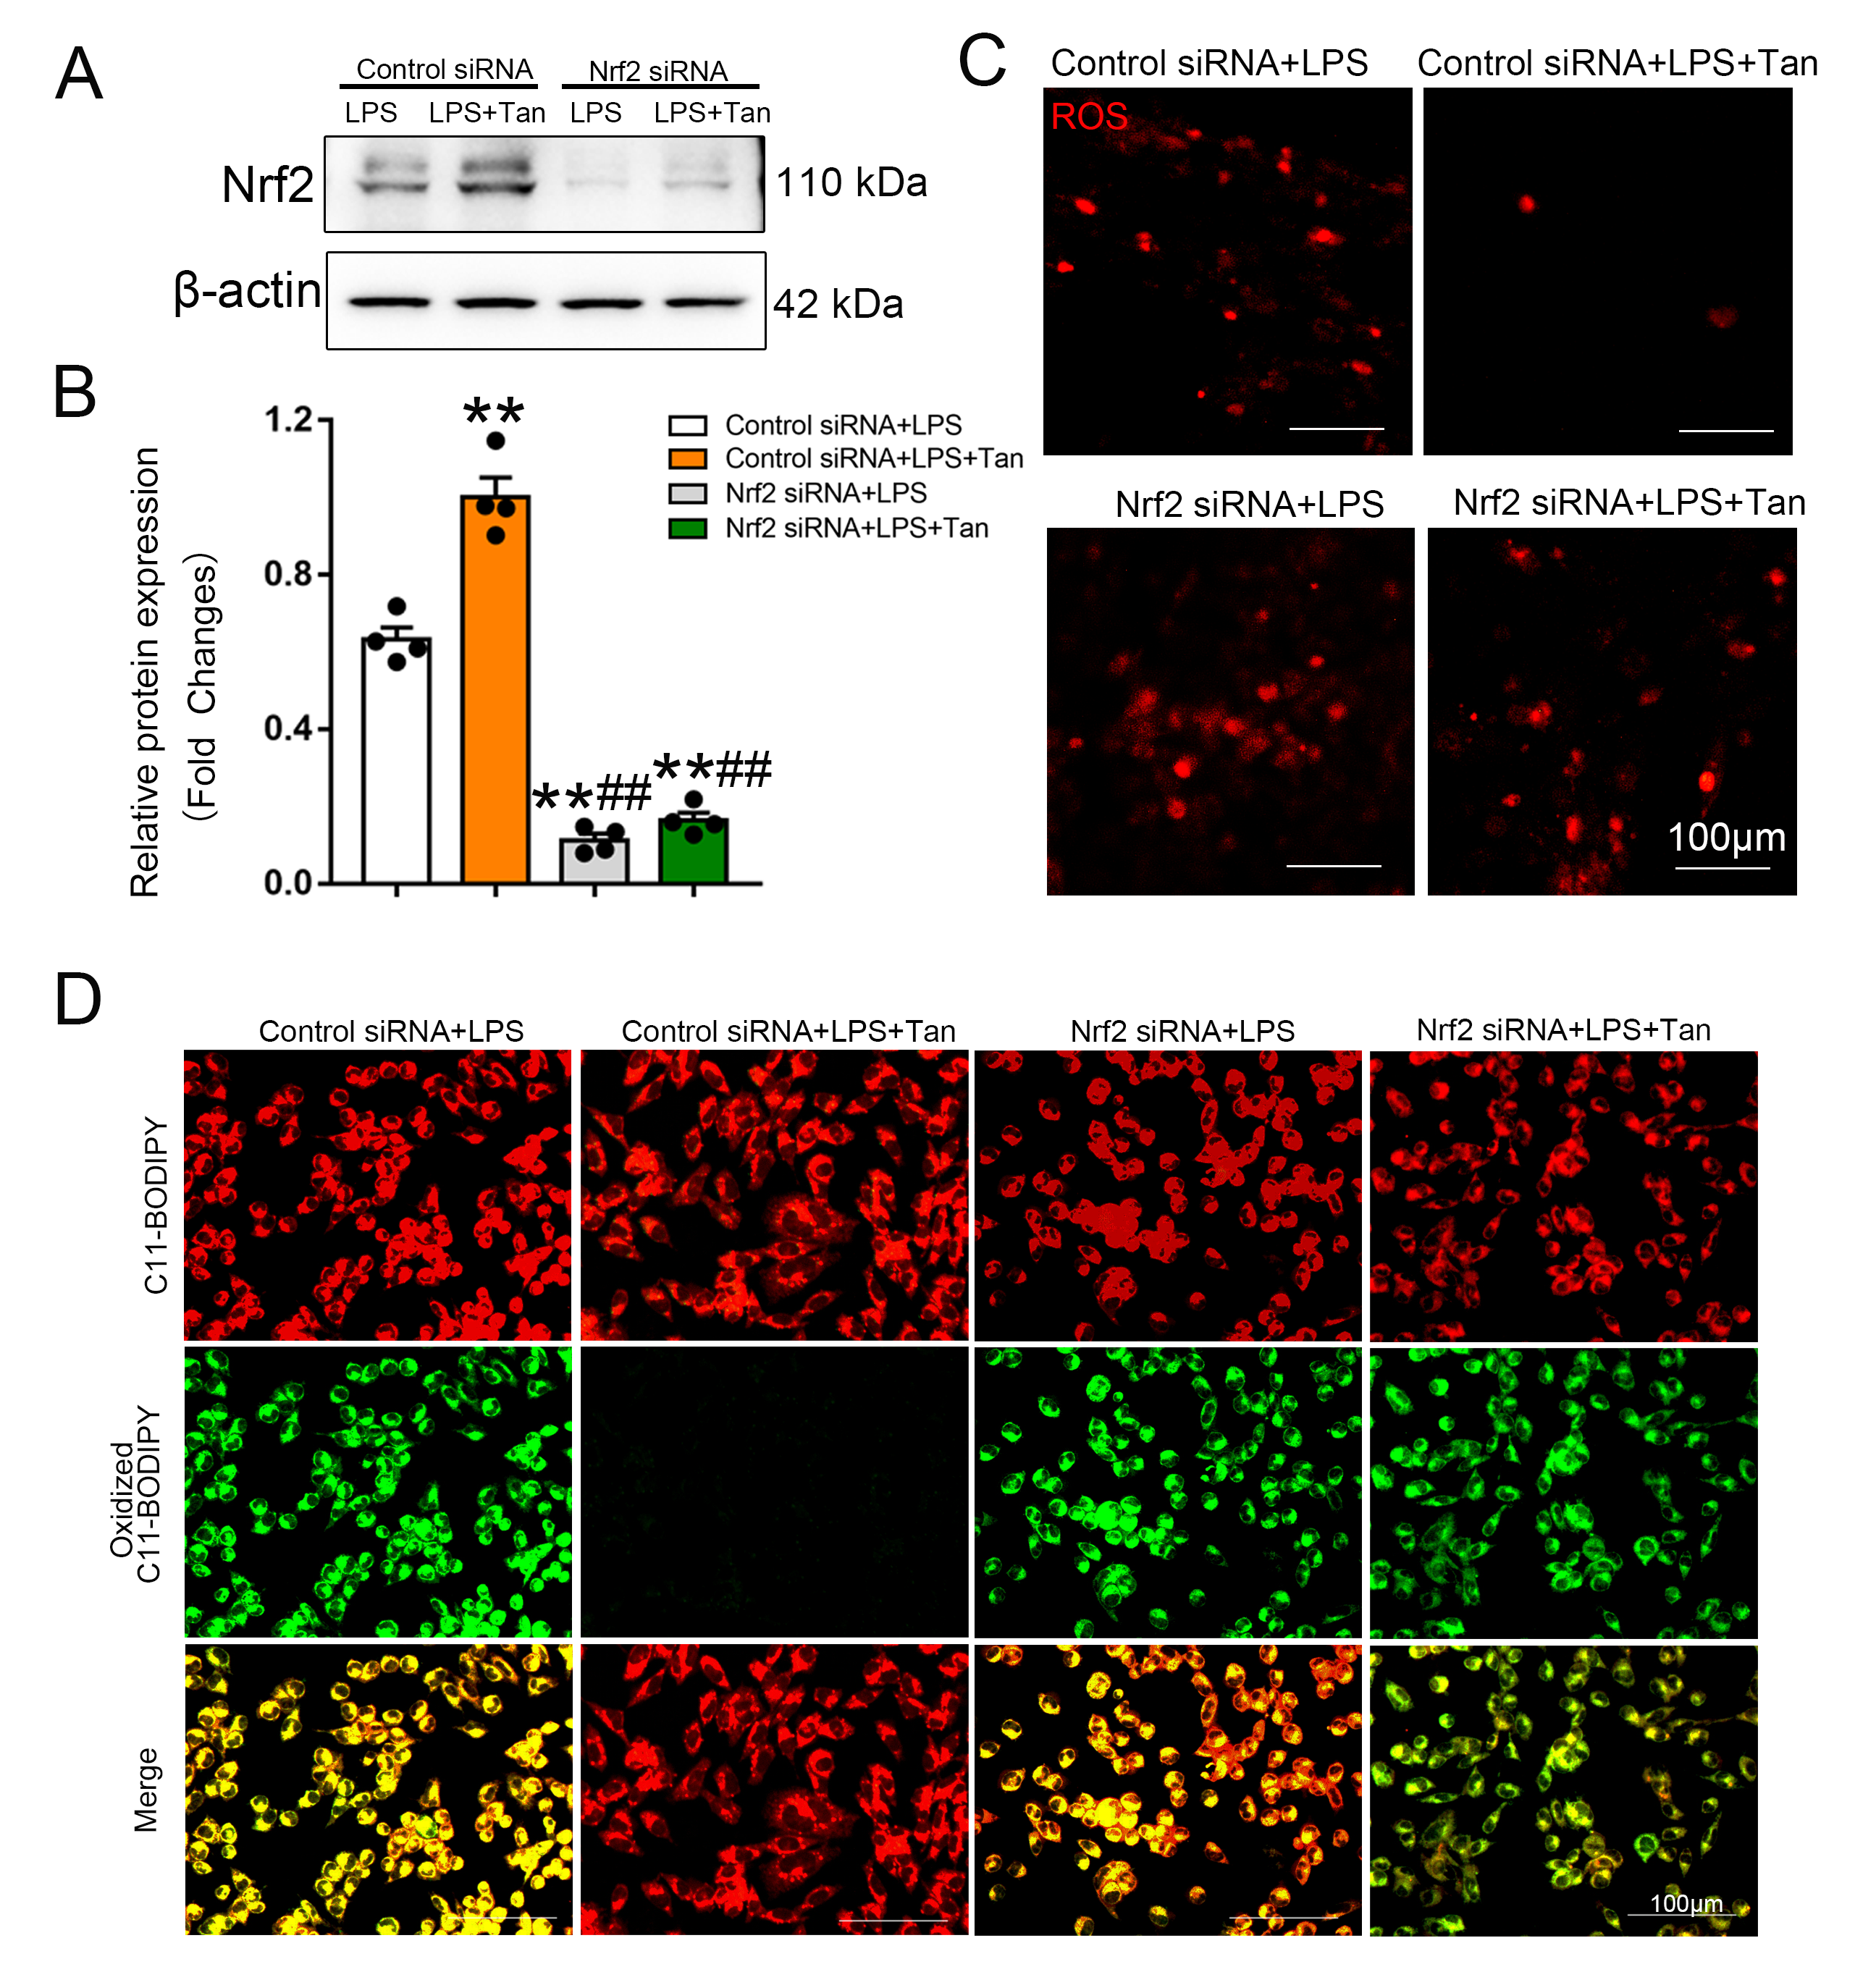

**Supplementary Figure 4. Effect of Nrf2 siRNA on LPS-treated RAW264.7 cell.** RAW264.7 cells transfected with control or Nrf2 siRNA for 48 h, followed by LPS/LPS + Tan treatment. (A) Representative bands and (B) corresponding histograms are shown. Data are presented as the mean ± SEM (n = 4). **p < 0.01 vs. Control siRNA+LPS group, ## p < 0.01 vs. Control siRNA+LPS +Tan group (C) Representative fluorescence probe images of ROS (red). Original magnification, × 200. Scale bar, 100 μm. (D) The representative fluorescent images and quantification of C11-BODIPY probe. The green fluorescence indicated oxidized lipid and the red fluorescence indicated non-oxidized lipid. Original magnification, × 200. Scale bar, 100 μm.

Supplementary Figure 5

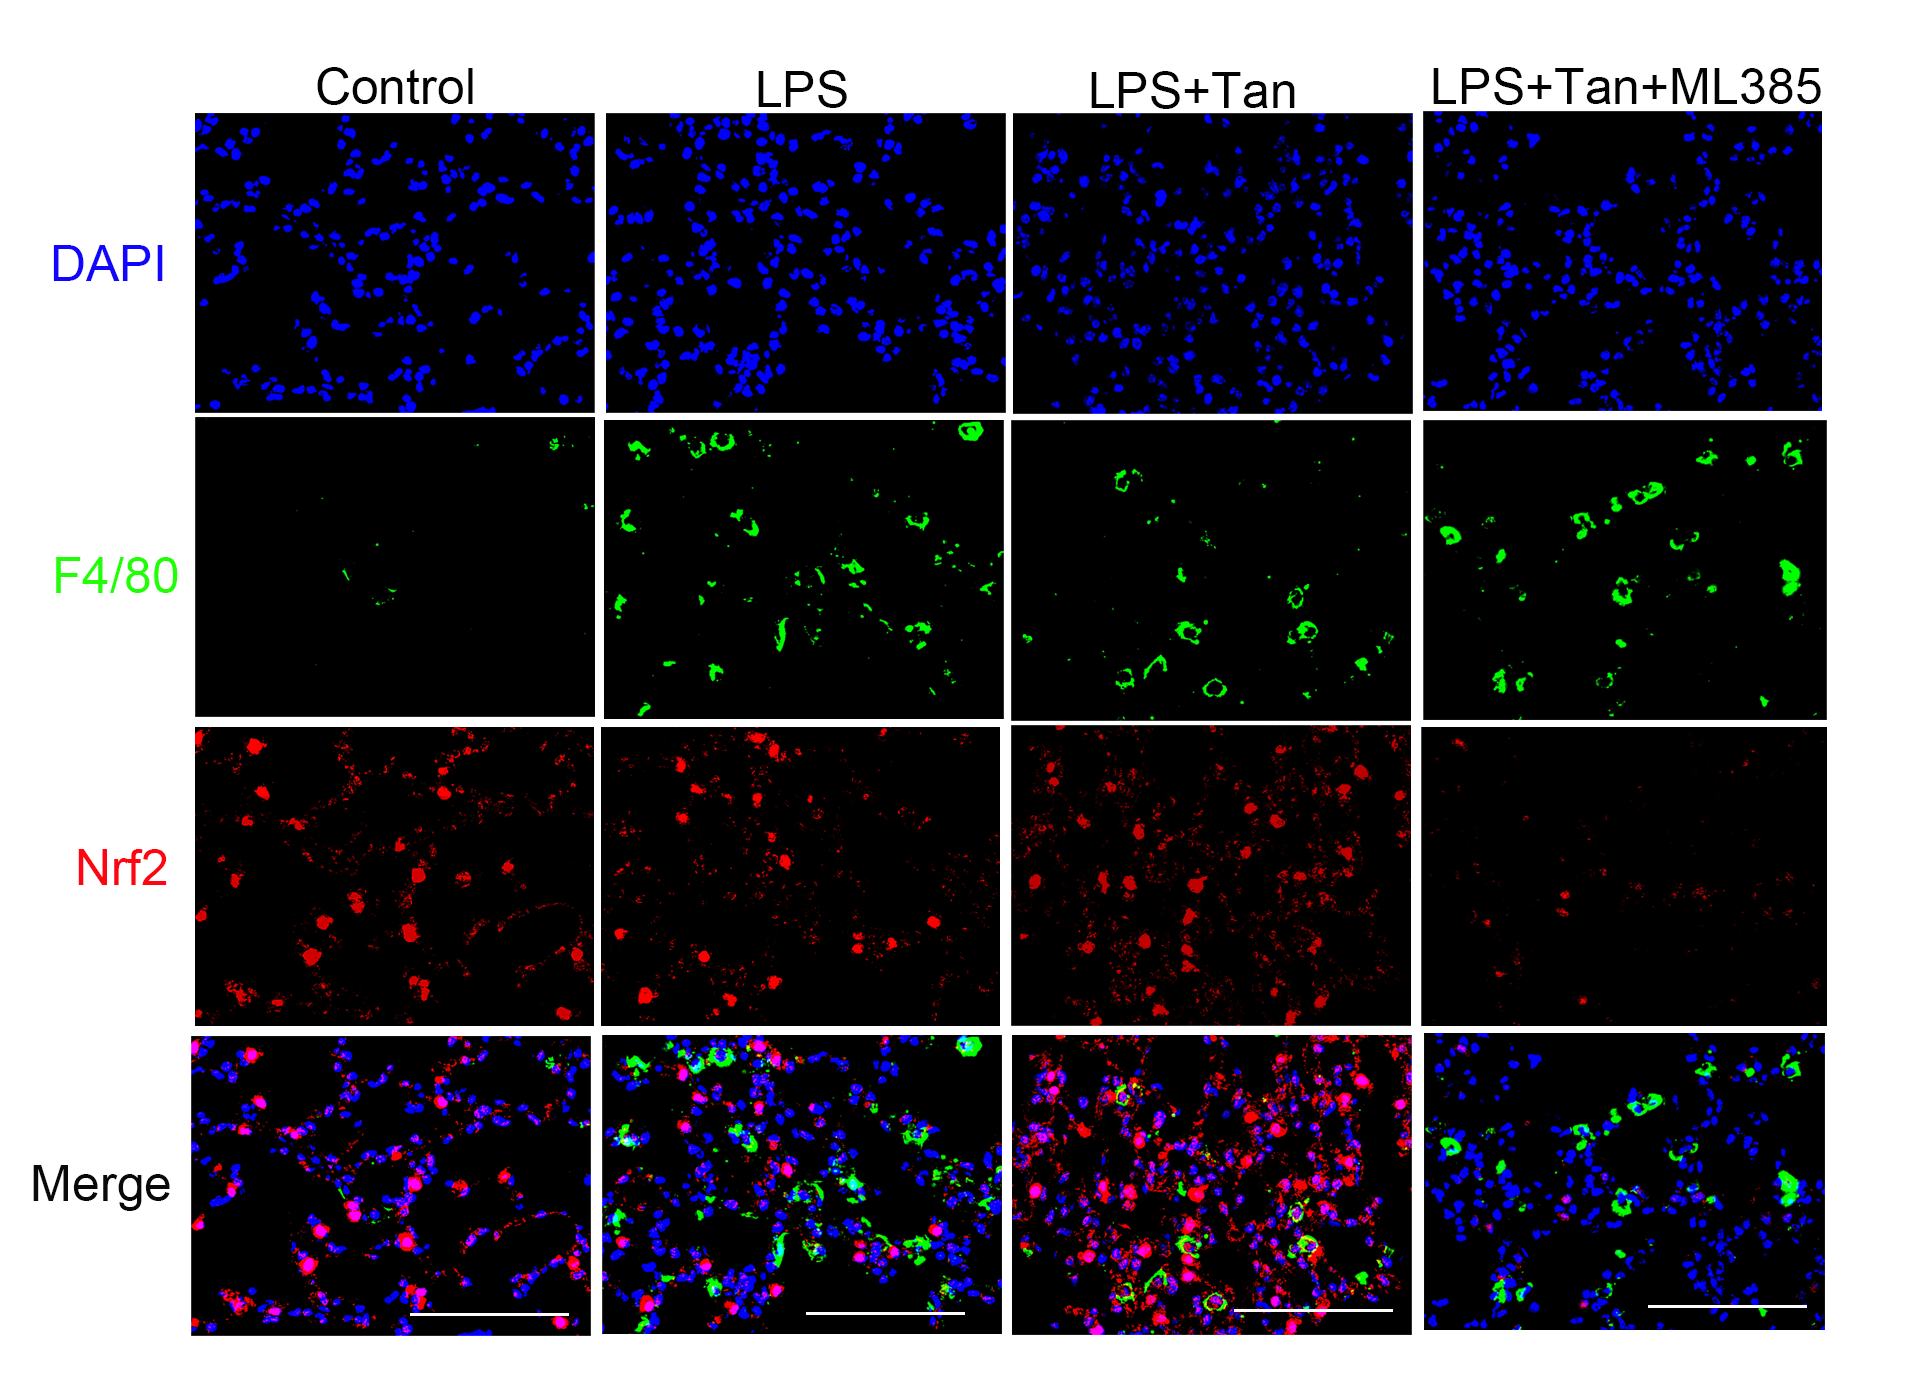

**Supplementary Figure 5. Indentification of the Nrf2 expression in pulmonary macrophage cell.**

ML385 (30 mg/kg) was administered prior to tangeretin treatment. Nrf2 expression in macrophage cell were shown via double immunofluorescent staining of F4/80 (green) and Nrf2 (red). Nuclei were counterstained with 4,6-diamidino-2-phenylindole (DAPI) (blue). Merge image represented the staining of F4/80^+^ and Nrf2^+^ cells in lung tissues. Scale bar = 100 μm.

How the deposited data were processed for this re-analysis (not part of the article)

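RNA-seq was analysed in lung tissue of 4 mice given LPS and 4 mice given tangeretin and LPS. The authors deposited 2 tables for the same 24584 genes, one of raw read counts per gene and one of FPKM values, and the aligner, genome build, annotation and counter behind them are not given in the sources used here. The FPKM values deposited by the authors are the counts divided by gene length and by the total count of the sample. Samples were grouped by the labels, and 0 columns of sample values were left without a sample. Genes were named as in the tables. The names of 23807 genes matched symbols in the RefSeq table of GRCm38.p6, which was used for older names and for gene sets only.

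Counts were tested with edgeR 4.0.16 in R 4.3.3, with the filterByExpr filter, TMM scaling and the quasi-likelihood test of LPS + Tan against LPS, with no covariate. This left 15706 genes. DEGs were called at the paper's thresholds, an unadjusted p of 0.05 and an absolute log2 fold change of 1, and p was also adjusted by the Benjamini-Hochberg method. The standard error of a log2 fold change was taken as its size divided by the square root of the quasi-likelihood F. Gene lists were tested with camera in limma 3.58.1 with a correlation of 0.01, adjusted within the 3 pathway lists, the lists of other pathways and the lists of cell types. The lists were written from general knowledge before the data were examined, and 754 of their 769 entries were found in the tables. Mouse Reactome sets with 15 to 500 tested genes, supplied with fgsea 1.28.0, were also tested. Single values were compared by exact two-sided permutation tests over the 70 arrangements of 4 and 4 samples, whose smallest p is 0.0286. Total counts per sample lay between 38895654 and 39931970, so that depth hardly differed between samples, and the precision of a gene's mean was set by the spread between mice rather than by depth, except for genes with few counts. No pair of samples of one group was a repeated library, since the median squared deviation between their counts was 7.83 to 22.4 times that of sampling noise.

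The genes named in the text follow a rule fixed before the data were examined, except Sox18, Dll4, Lfng, Smad6, Smad7, Rgs5, Hspa1a, Hspa1b and Dnajb1, which were named after their values were seen. It takes the genes that the paper measures in lung, both subunits of system Xc-, the genes labelled in Fig. 3A and 3B, whose values had been seen in the figure, Xist, Ddx3y and Actb. It adds the 5 DEGs with the lowest p in each direction among those whose groups do not overlap, and the 5 genes with the lowest p in the direction of each pathway list.

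The alternatives set before the data were examined were DESeq2 1.42.0, RLE and upper-quartile scaling, no filter, a filter of 1 CPM in 4 samples, a filter on a mean CPM of 5, both on CPM without TMM factors, limma-voom, the likelihood ratio test of edgeR, limma on log2(FPKM + 1), on log2(FPKM + 0.1) and on log2(FPKM + 1) of all genes, the replicate number as a block, and each sample left out in turn. The pathway lists were also tested with fry, with an estimated correlation, with preranked GSEA, with GSEA over rearranged sample labels and without shared genes. A further 10 DESeq2 settings were chosen after seeing the data and run with the gene counts printed in Fig. 3A in view, which makes 11 with the default, and all 11 are given. They switch the cutoff for distant samples off, or keep genes with a mean count above a minimum between 0.9 and 1.5 with the cutoff on or off, or keep genes with a mean normalized count above 1 with the cutoff off. The scripts were tested on simulated data for the comparison of LPS + Tan with LPS. With 200 of 15706 genes changed 2-fold, edgeR recovered 66.5% of them, with 2.92% of its calls false, and DESeq2 recovered 77.5%, with 12.4% false. With 200 genes changed 3-fold, edgeR recovered 87.0%, with 5.95% of its calls false, and DESeq2 recovered 90.5%, with 21.3% false. Both false shares were above the 5% of the threshold there, and that of DESeq2 in both simulations. Each fold was simulated in a single draw, so these shares are not rates, and 5.95% does not show that edgeR exceeds 5%. The genes were drawn independently with edgeR's own dispersions, a setting that can favour edgeR over DESeq2. Only the 15706 genes of the edgeR test were simulated, and all other genes kept their real counts and groups. With no simulated gene changed, edgeR called 0 genes at an adjusted p below 0.05 and 89 at the paper's thresholds, and DESeq2 called 3 and 173. DESeq2 also tests the genes that were not simulated, and 116 of its DEGs in the real data lay outside the edgeR filter. The 173 is therefore not a count without any real difference, and it cannot be set against the 89 of edgeR. Western blots, qPCR, ELISA, staining and cell culture experiments of the paper were not analysed here.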

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

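The tests against other groupings of the samples, of blood and of handling given here were all chosen after the results were seen.

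Of 188 groups of 4 samples examined for a sample far from the others, 20 had one, and 14 of the 20 were counts of genes labelled in Fig. 3A and 3B. A rate of 1 in 20, which holds for normally distributed values, gives about 9.4. This rate does not hold for counts near 0, so the 20 cannot be read as an excess over it. The measure is the gap of the extreme sample to its nearest neighbour as a share of the range of the group. In Gm40843, LPS replicate 3 had 33 counts and the next sample 4, a share of 0.906. In Gm4779, LPS replicate 2 had 21 counts and the next sample 2, a share of 0.905. In Bglap3, LPS + Tan replicate 4 had 108 counts and the next sample 3, a share of 0.972. In Gm15658, LPS + Tan replicate 2 had 8 counts and every other sample of the group 1, a share of 1. The share was also 1 in Gm40843, Pla2g3, 4930428G15Rik and LOC118567940 in the LPS + Tan group and in Ceacam19, Sost, Apoa2, Cd209g, Gm39866 and Trim60 in the LPS group, where a single sample had 1 or 2 counts and the rest 0, so that counting error alone allows the pattern. No biological explanation was tested for these genes.

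In log2 CPM, Ddx3y was lowest in LPS replicate 1, with a share of 0.873, and Itgb3 was highest in LPS replicate 3, with 0.844, and in LPS + Tan replicate 2, with 0.987. The score of the IL6/JAK/STAT3 list was highest in LPS replicate 3, with a share of 0.83, that of the neutrophil list was lowest in LPS + Tan replicate 2, with 0.90, and that of the erythroid list was lowest in LPS + Tan replicate 1, with 0.863. Library sizes differed little, which argues against depth. No cause was tested for single samples, and a difference between mice stays open.

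Lists of genes other than the 3 pathway lists were past an adjusted p of 0.05 by camera. The interferon list had a median log2 fold change of -0.20 (adjusted p = 0.000115), with 24 of its 26 genes lower in the LPS + Tan group, and 13 of the 35 groupings of the 8 samples into 4 and 4 gave a camera p as low. The proliferation list had a median of 0.13 (adjusted p = 0.00787), and 11 of the 35 groupings gave a p as low. The list of M1 genes, which holds genes the paper measures by other methods, had a median of -0.34 (adjusted p = 0.0121), and 2 of the 35 groupings gave a p as low. The erythroid list had a median of -0.55 (adjusted p = 0.00939), and 10 of the 35 groupings gave a p as low. The smallest fry adjusted p among these lists was 0.644. Random grouping can therefore not be excluded for any of the 4 lists. Less blood left in the lungs would lower the erythroid list. The share of haemoglobin counts was 0.182% ± 0.0361 (SD, n = 4) in the LPS + Tan group and 0.243% ± 0.0772 (SD, n = 4) in the LPS group (exact two-sided permutation test, p = 0.2), so blood content cannot be told apart from no difference with 4 samples per group. A response to tangeretin stays open and was not tested.

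Of 702 Reactome sets, 3 were past an adjusted p of 0.05 by camera and 0 by fry. The set of chemokine receptors and chemokines had a median log2 fold change of -0.17 (adjusted p = 0.00696), the set of fibrin clot formation one of -0.18 (adjusted p = 0.0316) and the set of HSF1-dependent transactivation one of 0.10 (adjusted p = 0.0108). A camera p as low came from 2 of the 35 groupings for the chemokine set and from 2 for the fibrin set, so that random grouping cannot be excluded. For the HSF1 set it came from 1 of the 35, the real grouping, but the set was picked as one of the lowest of 702, and 33 of the 35 groupings had as many sets past the threshold as the real one, with a median of 46 and a highest count of 186 sets. A list of genes that respond to handling of tissue, written before the data were examined, had a median of -0.16 but a mean of 0.13, and a score of 0.103 ± 0.104 (SD, n = 4) in the LPS + Tan group, relative to the LPS mean, against a SD of 0.131 in the LPS group. Its 3 heat shock genes, Hspa1a, Hspa1b and Dnajb1, were higher, each at an unadjusted p below 0.05 by edgeR, and the other 7 genes were lower, 2 of them at that threshold. A difference in handling cannot be told apart from none, because the genes of the list went both ways. A response to tangeretin stays open as well.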

How the results depend on the processing

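The 10 DESeq2 settings other than the default were chosen after seeing the data, with the counts printed in Fig. 3A in view. The alternatives otherwise were set as given in the processing summary, and the cause of a change was not tested unless stated.

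Of the DEGs, 55 higher and 47 lower by edgeR, the count became 113 and 111 with DESeq2, and 116 and 112 without its cutoff for distant samples. With 4 minimum mean counts from 0.9 to 1.5, in rising order, it was 114 and 115, 114 and 115, 113 and 115, and 108 and 114 with the cutoff on, and 117 and 116, 117 and 116, 116 and 116, and 111 and 115 with the cutoff off. With a mean normalized count above 1 and the cutoff off it was 117 and 116. It was 220 and 198 without the filter, 18 and 23 with 1 CPM in 4 samples, 9 and 8 with a mean CPM of 5, 5 and 9 on log2(FPKM + 1), 19 and 21 on log2(FPKM + 0.1), and 5 and 6 on log2(FPKM + 1) of all genes. With an adjusted p in place of the unadjusted p it was 0 and 0 by edgeR's quasi-likelihood test, 6 and 6 by DESeq2 (6 and 5 at the highest minimum mean count), 6 and 3 by the likelihood ratio test, 0 and 1 without LPS + Tan replicate 4, and 0 and 0 under the other alternatives. Fewer genes with low counts were tested under the stricter filters, and of the 224 DEGs of DESeq2, 116 were outside the edgeR filter. Leaving out one sample gave 37 to 113 higher and 38 to 125 lower DEGs. The count moved by over 1.5 times in at least one direction without LPS replicate 1 (84 and 71), without LPS replicate 4 (88 and 52), without LPS + Tan replicate 2 (113 and 125) and without LPS + Tan replicate 4 (80 and 102).

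At an adjusted p below 0.05, edgeR's quasi-likelihood test called 0 genes, DESeq2 called 35 under 9 of its 11 settings and 34 under the others, with the highest minimum, the likelihood ratio test 23, and limma on log2(FPKM + 1) of all genes 2. Leaving out one sample gave 0 to 1, with 1 without LPS + Tan replicate 4. All 35 genes of DESeq2 by default were in the edgeR test and had an unadjusted p below 0.05 there. At an unadjusted p below 0.05, the count of higher genes was 451, and became 299 with a mean CPM of 5 and 848 on log2(FPKM + 1) of all genes. The count of lower genes was 353, and became 569 without the filter. Leaving out one sample gave 268 to 820 higher and 212 to 806 lower genes. Changes of more than 1.5 times came without LPS + Tan replicate 1 (268 and 212), replicate 2 (820 and 806), replicate 3 (292 and 299) and replicate 4 (761 and 727). The 3 fits on FPKM changed the split between higher and lower genes most, with 644 and 276, 639 and 272, and 848 and 418.

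The samples share replicate numbers, but the numbers did not pair them. The deviations from the group means of samples with the same number had correlations of 0.123, -0.0306, -0.148 and 0.0195. With the replicate block, 43 genes were higher and 55 lower at the paper's thresholds, 0 passed the adjusted p, and 5 Reactome sets passed in place of 3.

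The IL6/JAK/STAT3 and TNF-α/NF-κB lists kept their negative median under every alternative run, between -0.13 and -0.042 and between -0.17 and -0.039. Their calls held under every other alternative but were lost under fry, under the estimated correlation and under GSEA with rearranged sample labels, where the medians of -0.084, -0.11 and, for the inflammatory response list, -0.017 are the same by construction and the adjusted p was 0.214 to 0.286. The median of the inflammatory response list changed sign on log2(FPKM + 1), to 0.0081, on log2(FPKM + 0.1), to 0.0078, on log2(FPKM + 1) of all genes, to 0.0078, and without genes shared with the other lists, to 0.013. The fits on FPKM apply no TMM scaling, whose factors differ between the groups by 0.042 in log2, so all genes move up alike in the LPS + Tan group, and on the tested genes the median of all genes was 0.028 and 0.041, above that of the list. The sign changes in these fits on the tested genes therefore say little about the list, while on all genes the median of all was 0.0060, near that of the list. In the fits on FPKM camera still called it lower in the LPS + Tan group, with adjusted p of 0.00118, 0.00105 and 0.0149, and without shared genes it was not called (adjusted p = 0.183 by camera on the edgeR fit). Leaving out one sample gave it medians of -0.070 to -0.0039 and an adjusted p of up to 0.144 without LPS replicate 3, where that of IL6/JAK/STAT3 was 0.0476, and of 0.0742 without LPS + Tan replicate 3. Of the other pathway lists, 3 passed, and 1 to 3 did so with a sample left out, with 1 without LPS replicate 2, without LPS + Tan replicate 1 and without LPS + Tan replicate 3. Of the cell type lists, 1 passed, against 3 with DESeq2 at the highest minimum mean count and 2 under its other settings, without the filter, with 1 CPM in 4 samples and with the likelihood ratio test, 0 on log2(FPKM + 1) of all genes, and 0 to 4 with a sample left out. Without LPS replicates 1, 2, 3 and 4 it was 2, 4, 0 and 4, and without LPS + Tan replicates 1, 2, 3 and 4 it was 0, 2, 3 and 3. Of the Reactome sets, 3 passed, against 1 with limma-voom, 0 on log2(FPKM + 1) of all genes, and 2 to 101 with a sample left out. Without LPS replicates 1, 2, 3 and 4 it was 5, 7, 6 and 6, and without LPS + Tan replicates 1, 2, 3 and 4 it was 4, 2, 9 and 101.

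Of 1129 recomputed log2 fold changes of 38 named genes, 1000 kept their sign and their side of an adjusted p of 0.05. Another 24, of 10 genes, changed sign, and 105, of 9 genes, passed the threshold, all with DESeq2 or the likelihood ratio test. Genes removed by a stricter filter have no value there. Il10 changed sign with limma-voom, to -0.068, on log2(FPKM + 0.1), to -0.013, and with the replicate block, to -0.047. Actb went from -0.025 to 0.021 in each of the 3 fits on FPKM, a move about as large as that of the scaling, which says nothing about Actb itself. With a sample left out, log2 fold changes that changed sign ran from -0.026 to 0.10 for Keap1, from -0.039 to 0.32 for Il1b, from -0.074 to 0.23 for Tnf, from -0.42 to 0.28 for Il10, from -0.11 to 0.12 for Mrc1, from -0.14 to 0.22 for Adgre1, from -0.21 to 0.38 for Mpo, from -0.19 to 0.29 for Slc7a11, from -0.33 to 0.061 for Slc3a2 and from -0.083 to 0.022 for Actb. Depth limits the genes with few counts, such as those labelled in Fig. 3A, and hardly limits the rest at these totals.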

Differences from the paper's values

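The number of DEGs higher in the LPS + Tan group was 55 by edgeR, and the paper's value is about 120 in Fig. 3A, read by eye from a printed number and rounded. Of the alternatives set before the data were examined, DESeq2 and the fits without LPS replicate 1, without LPS replicate 4, without LPS + Tan replicate 2 and without LPS + Tan replicate 4 came within 1.5 times of the paper's value, and the others did not. The number of lower DEGs was 47, and the paper's value is about 110 in Fig. 3A, read by eye in the same way. DESeq2 and the fits without LPS + Tan replicate 2 and without LPS + Tan replicate 4 came within 1.5 times of it, and the others did not. The other 10 DESeq2 settings were chosen after seeing the values, with the counts of the figure in view, and all came within 1.5 times as well, with 108 to 117 higher and 112 to 116 lower genes, and of the 20 genes labelled in the figure they dropped 1 with the cutoff for distant samples on and 0 with it off, or 4 and 3 at the highest minimum mean count. In 2 of these settings, chosen after seeing the values and dropping 0 of the 20 labelled genes, with the cutoff off and either all genes or the second highest minimum mean count, the 116 higher genes match the number printed in Fig. 3A. In the first of them, chosen after seeing the values and dropping 0 of the 20, the 512 lower genes at an unadjusted p below 0.05 match as well. The other 2 numbers printed there were matched by none of the 11 settings. Because the settings were tried with the figure in view, a match among them carries little weight, and none is known to be the paper's method.

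Of the 20 labelled genes, the edgeR test called 0, since its filter removed them. Of the alternatives set before the data were examined, DESeq2 called 19 and edgeR without the filter called all 20, with 220 higher and 198 lower DEGs in all, and the others called 0.

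The paper measured RNA of 5 genes in lung by qPCR with results that lie more than a standard error from the sequencing values. The assay is another one, the legends give 6 mice per group, and whether they include the sequenced mice is not given in the sources used here. The log2 ratio of LPS + Tan to LPS for Il6 was -0.35 here, and the paper's value is about -1.4 in Fig. S2, read by eye. With a sample left out, this ratio ran from -0.83, without LPS + Tan replicate 2, to -0.13, without LPS replicate 3. For Tnf it was 0.093, against the paper's value of about -1.1 in Fig. S2, and for Il1b it was 0.13, against the paper's value of about -0.66 in Fig. S2. For Mrc1, which encodes CD206, it was 0.028, against the paper's value of about 0.96 in Fig. S1. For Il10 it was 0.077 with a standard error of 0.35, against the paper's value of about 0.70 in Fig. S1. The Il10 value changed sign under some alternatives, so its difference from the paper is not clear. None of the alternatives set before the data were examined brought any of the 5 within a standard error of the paper's value. The standard error was always that of edgeR's quasi-likelihood fit of all samples, not that of the alternative. It leaves out the error of the qPCR and of reading by eye. For Arg1 the log2 ratio of 0.63 lay within its standard error of the paper's value of about 0.51, as it did under 19 of 20 alternatives. Without LPS replicate 1 it was 0.89 and did not, and without LPS replicate 2 it was 0.35.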

Other observations

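The test of clustering, the tests of gene length and GC content, the test of unseen arterial genes and the groupings for the DEG count, the edgeR adjusted count and the 3 pathway lists were set before their results were seen. The tests of neutrophils, of endothelial share and of the DESeq2 counts were chosen afterwards.

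All 35 ways to divide the 8 samples into 4 and 4 were tested in the same way as the real groups. The real groups gave 102 DEGs by edgeR, and 12 of the 35 groupings gave as many, with a range of 38 to 221 and a median of 83. By DESeq2 the real groups gave 224 DEGs, and 14 of the 35 gave as many. At an adjusted p below 0.05, edgeR called 0 genes in each of the 35 groupings. With 0 genes in the real groups, all 35 have as many by necessity, so for this count the groupings decide nothing. DESeq2 called 35 genes in the real groups, and 9 of the 35 groupings gave as many, with a highest count of 537. Random grouping cannot be excluded for the DEG counts of either tool or for the DESeq2 count at an adjusted p below 0.05. A camera p as low as in the real groups came from 4 of the 35 groupings for the IL6/JAK/STAT3 list, from 8 for the inflammatory response list and from 7 for the TNF-α/NF-κB list, so random grouping cannot be excluded for these lists either. Over the groupings, 19, 17 and 22 of the 35 gave a camera p below 0.05 for the same lists.

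The heatmap of Fig. 3B clusters the samples by group on the DEGs. In 33 of the 34 other groupings, clustering on the DEGs chosen by that grouping also divided the samples exactly by it. Clustering on DEGs is thus what selection of the genes by the groups gives for nearly any grouping.

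Other explanations of the lower pathway lists were weighed. After removal of the trend of the test statistics with gene length, the highest camera p of the 3 lists was 0.0111, and after removal of the trend with GC content, known for 94.9% of the tested genes, it was 0.0190, which argues against either trend as the whole cause. Both trends were weak, with Spearman correlations across genes of -0.0398 for length and 0.106 for GC content, and genes are not independent replicates. Without correction the highest p of the same test was 0.0121 and 0.0119. The neutrophil list had a median log2 fold change of 0.014 and a score of 0.0057 ± 0.16 (SD, n = 4) in the LPS + Tan group. A lower share of neutrophils cannot be told apart from an equal one, because the spread of this score exceeds the change of the pathway lists. Random grouping, given above, and a response to tangeretin stay open.

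Several genes with the lowest p were grouped here as linked to arterial vessels, namely Sox17, Sox18, Hey1, Dll4, Lfng, Smad6, Smad7 and Rgs5. Whether they mark arterial endothelium in these lungs was not tested. All 8 were higher in the LPS + Tan group, with a median log2 fold change of 0.67. They were chosen after their values were seen. The hypothesis was that an arterial Notch and SOX program may be higher after tangeretin, and 12 further members whose values had not been seen were listed for a test. They had a median log2 fold change of -0.010 and a mean of 0.080. In an exact permutation over the 35 groupings, 6 gave a camera p as low as the value of 0.215 in the real groups. The test did not show the rise. The program cannot be told apart from no change, because the 12 genes went both ways, nor from random grouping. The endothelial list had a median of 0.11. Its score, relative to the LPS mean, was 0.12 in the LPS + Tan group, with a SD of 0.054 there and 0.18 in the LPS group. A larger endothelial share as the whole cause of the 8-gene rise would lift this list by about 0.67 too. The score fell short of that by more than either SD. The 8 genes were chosen for their rise, so the 0.67 may be overstated and the comparison cannot decide on this cause. A larger share of arterial endothelium alone was not tested. A smaller change in endothelial share cannot be told apart from none, because the score lies within the SD of the LPS group.

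The NRF2 and ferroptosis lists, for the mechanism that the paper studies by protein assays, showed no call. NRF2 targets had a median log2 fold change of -0.018 (camera adjusted p = 0.835). Ferroptosis suppressors had a median of 0.013 but a mean of -0.0078, at the same adjusted p. Ferroptosis promoters had a median of -0.040 but a mean of 0.065, also at that adjusted p. The list of M2 genes had a median of 0.053 (adjusted p = 0.865). The list of M1 genes was called, with a median of -0.34 (camera adjusted p = 0.0121), but random grouping cannot be excluded for it, as given above. The RNA of genes measured as protein in the paper had log2 fold changes of 0.098 for Nfe2l2, 0.064 for Keap1, 0.28 for Hmox1, 0.15 for Gpx4 and -0.23 for Ptgs2, with adjusted p of 0.966, 0.978, 0.924, 0.928 and 0.930 by edgeR, and Nos2 had one of -0.70 with a standard error of 0.26 (adjusted p = 0.924 by edgeR). Of the 16 genes that the paper measures in lung or names as system Xc-, 0 passed an adjusted p of 0.05 when adjusted over the list alone or over all genes by edgeR, and Nos2 alone had an unadjusted p below 0.05. Adgre1, which encodes F4/80, had a log2 fold change of 0.061, and Mpo, which encodes MPO, one of 0.17. Slc7a11 had one of 0.11 and Slc3a2 one of -0.062. Xist had at most 6 counts in any sample and Ddx3y at least 5323, as in male mice.

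The remaining lists were tested in the same way. Among the other pathways, clock genes had a median log2 fold change of -0.037 and aryl hydrocarbon receptor targets one of -0.24, without a call. Among the cell type lists, only the erythroid list passed. Macrophage genes had a median of 0.093, cardiac muscle genes 0.32 and liver genes -1.26, each with an adjusted p of 0.0690, the last from 3 tested genes. Medians were 0.077 for monocyte, 0.086 for T cell, -0.31 for B cell, 0.057 for plasma cell, -0.053 for alveolar type 2, 0.0013 for alveolar type 1, -0.079 for airway, -0.13 for fibroblast, 0.010 for skeletal muscle, 0.032 for adipose and -0.013 for cartilage genes.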
